# RNase T2 deficiency promotes TLR13-dependent replenishment of tissue-protective Kupffer cells

**DOI:** 10.1084/jem.20230647

**Published:** 2025-01-24

**Authors:** Ryota Sato, Kaiwen Liu, Takuma Shibata, Katsuaki Hoshino, Kiyoshi Yamaguchi, Toru Miyazaki, Ryosuke Hiranuma, Ryutaro Fukui, Yuji Motoi, Yuri Fukuda-Ohta, Yun Zhang, Tatjana Reuter, Yuko Ishida, Toshikazu Kondo, Tomoki Chiba, Hiroshi Asahara, Masato Taoka, Yoshio Yamauchi, Toshiaki Isobe, Tsuneyasu Kaisho, Yoichi Furukawa, Eicke Latz, Kohta Nakatani, Yoshihiro Izumi, Yunzhong Nie, Hideki Taniguchi, Kensuke Miyake

## Abstract

Lysosomal stress due to the accumulation of nucleic acids (NAs) activates endosomal TLRs in macrophages. Here, we show that lysosomal RNA stress, caused by the lack of RNase T2, induces macrophage accumulation in multiple organs such as the spleen and liver through TLR13 activation by microbiota-derived ribosomal RNAs. TLR13 triggered emergency myelopoiesis, increasing the number of myeloid progenitors in the bone marrow and spleen. Splenic macrophages continued to proliferate and mature into macrophages expressing the anti-inflammatory cytokine IL-10. In the liver, TLR13 activated monocytes/macrophages to proliferate and mature into monocyte-derived KCs (moKCs), in which, the liver X receptor (LXR) was activated. In accumulated moKCs, tissue clearance genes such as MerTK, AXL, and apoptosis inhibitor of macrophage (AIM) were highly expressed, while TLR-dependent production of proinflammatory cytokines was impaired. Consequently, *Rnaset2*^−/−^ mice were resistant to acute liver injuries elicited by acetaminophen (APAP) and LPS with D-galactosamine. These findings suggest that TLR13 activated by lysosomal RNA stress promotes the replenishment of tissue-protective Kupffer cells.

## Introduction

Extracellular RNA serves as an immune signal, alerting macrophages to pathogen invasion and tissue damage (Miyake et al., 2017; Roers et al., 2016). These RNAs are internalized by macrophages and degraded in the endosomal compartment, where RNA-sensing Toll-like receptors (TLRs), such as TLR3, TLR7, TLR8, and TLR13, are located (Marshak-Rothstein and Rifkin, 2007; Miyake et al., 2017, 2018). TLR3 is specific for double-stranded RNAs (dsRNAs), while TLR13 detects single-stranded RNAs (ssRNAs) from bacterial ribosomal RNA (rRNA) (Li and Chen, 2012; Oldenburg et al., 2012). TLR7 and TLR8 recognize RNA degradation products, which are combinations of oligoribonucleotides and nucleosides (Shibata et al., 2016; Tanji et al., 2015; Zhang et al., 2016, 2018). Notably, TLR8 and 13 work only in humans and mice, respectively.

Lysosomal nucleosides are transported to the cytoplasm via the transporter SLC29A3. Mutations in this transporter cause histiocytic diseases, collectively known as SLC29A3 disorders (Cliffe et al., 2009; Molho-Pessach et al., 2008). When SLC29A3 function is impaired, nucleosides accumulate in lysosomes, a condition we term lysosomal nucleoside stress. This stress activates TLR7 and TLR8, promoting the survival and proliferation of macrophages in mice and humans, respectively (Hsu et al., 2012; Shibata et al., 2023; Shiloh et al., 2023).

Lysosomal RNA stress occurs when RNA degradation in lysosomes is compromised. RNase T2, an endosomal enzyme, is the sole member of the T2 family of RNases and functions at acidic pH to degrade RNAs (Luhtala and Parker, 2010). Loss-of-function mutations in the RNase T2 gene lead to cystic leukoencephalopathy without megalencephaly in humans (Henneke et al., 2009; Rice et al., 2017), characterized by bilateral anterior temporal subcortical cysts and multifocal white matter lesions, along with psychomotor impairment, spasticity, and epilepsy (Tonduti et al., 2016). Consistently, *Rnaset2*^−/−^ mice exhibit type I IFN–dependent neuroinflammation (Kettwig et al., 2021). RNase T2 negatively regulates TLR3 responses by degrading dsRNA (Liu et al., 2021) but positively regulates mouse TLR7 and human TLR8 by producing their ligands (Greulich et al., 2019; Liu et al., 2021; Ostendorf et al., 2020). In *Slc29a3*^−/−^ mice, lysosomal nucleoside stress activates TLR7, leading to splenomegaly, whereas lysosomal RNA stress in *Rnaset2*^−/−^ mice results in both hepatomegaly and splenomegaly (Kettwig et al., 2021), suggesting that RNA stress activate distinct responses compared with nucleoside stress.

The liver, exposed to blood from the gut, frequently encounters intestinal bacteria and drugs entering the portal system. Kupffer cells (KCs), hepatic resident macrophages clearing bacteria, aged neutrophils, and senescent platelets (Ginhoux and Guilliams, 2016; Shi et al., 2001), have dual roles in liver injuries, such as in acetaminophen (APAP) overdose-induced acute liver injury. KCs can either mitigate or exacerbate tissue damage by clearing or responding to danger signals from damaged hepatocytes (Imaeda et al., 2009; Ishida et al., 2006; Ju et al., 2002). Although KCs originate from embryonic precursors (Li et al., 2022), their deletion prompts monocyte differentiation into monocyte-derived KCs (moKCs), guided by niche-derived signals such as the Notch ligand DLL4, TFG-β/BMPs, and desmosterol, an LXR ligand (Bonnardel et al., 2019; Guilliams et al., 2013). LXR ligands, produced by sinusoidal endothelial cells and hepatocytes, maintain the KC pool at steady state. During infections, TLRs drive the replenishment of peripheral macrophages through emergency myelopoiesis (Jackson et al., 2023), but their role in KC replenishment remains unclear.

In this study, we investigated *Rnaset2*^−/−^ mice and discovered that the bacterial rRNA sensor TLR13 facilitated macrophage accumulation in the spleen and liver. This accumulation was reduced by antibiotic treatment, indicating TLR13 activation by microbiota-derived rRNAs. TLR13 stimulated splenic macrophages to proliferate and secrete IL-10. In the liver, TLR13 induced monocytes/macrophages to mature into moKCs, where the transcription factors LXR and MafB were activated. These accumulated moKCs exhibited a reduced inflammatory response to TLR ligands and elevated expression of tissue-clearance molecules such as AIM, C1qb, Axl, and MerTK. Consequently, *Rnaset2*^−/−^ mice showed resistance to acute liver injuries caused by APAP or LPS + D-galactosamine challenge. These findings suggest that lysosomal RNA stress due to RNase T2 deficiency activates TLR13-dependent replenishment of tissue-protective moKCs.

## Results

### TLR13 drives splenomegaly and hepatomegaly in *Rnaset2*^−/−^ mice

Mouse RNase T2 is encoded by two genes, *Rnaset2a* and *Rnaset2b*. To study the role of RNase T2 in vivo, we previously generated *Rnaset2a*^−/−^*Rnaset2b*^−/−^ mice (Liu et al., 2021), hereafter described as *Rnaset2*^−/−^ or *Rt2*^−/−^ mice. These mice were born at Mendelian ratios and developed normally. Despite the report of premature death in *Rnaset2*^−/−^ mice (Kettwig et al., 2021), the mice in our animal facility did not exhibit early mortality (Fig. S1 A). However, they did develop splenomegaly, hepatomegaly, and thrombocytopenia, consistent with previous findings (Fig. 1, A–C) (Kettwig et al., 2021). RNase T2 is localized to endosomes (Liu et al., 2021); thus, its deficiency leads to RNA accumulation within these compartments (Haud et al., 2011; Huang et al., 2015). We hypothesized that the phenotypes observed in *Rnaset2*^−/−^ mice result from the activation of endosomal RNA-sensing TLRs. Given that Unc93b1 is essential for the function of all RNA-sensing TLRs (Tabeta et al., 2006), we generated *Rnaset2*^−/−^*Unc93b1*^−/−^ mice. These mice did not develop splenomegaly, hepatomegaly, and thrombocytopenia (Fig. 1, A–C), supporting our hypothesis. To further delineate the role of RNA-sensing TLRs, we crossed *Rnaset2*^−/−^ mice with *Tlr3*^−/−^, *Tlr7*^−/−^, and the newly established *Tlr13*^−/−^ mice (Fig. S1, B–D). We found that the phenotypes observed in *Rnaset2*^−/−^ mice were not present in *Rnaset2*^−/−^*Tlr13*^−/−^ mice (Fig. 1, A–C). Additionally, consistent with the previous report (Kettwig et al., 2021), *Rnaset2*^−/−^ mice exhibited macrocytic anemia, which was also dependent on TLR13 (Fig. S1 E). These results suggest that TLR13 is a critical driver of the most phenotypes observed in *Rnaset2*^−/−^ mice.

**Figure S1.**
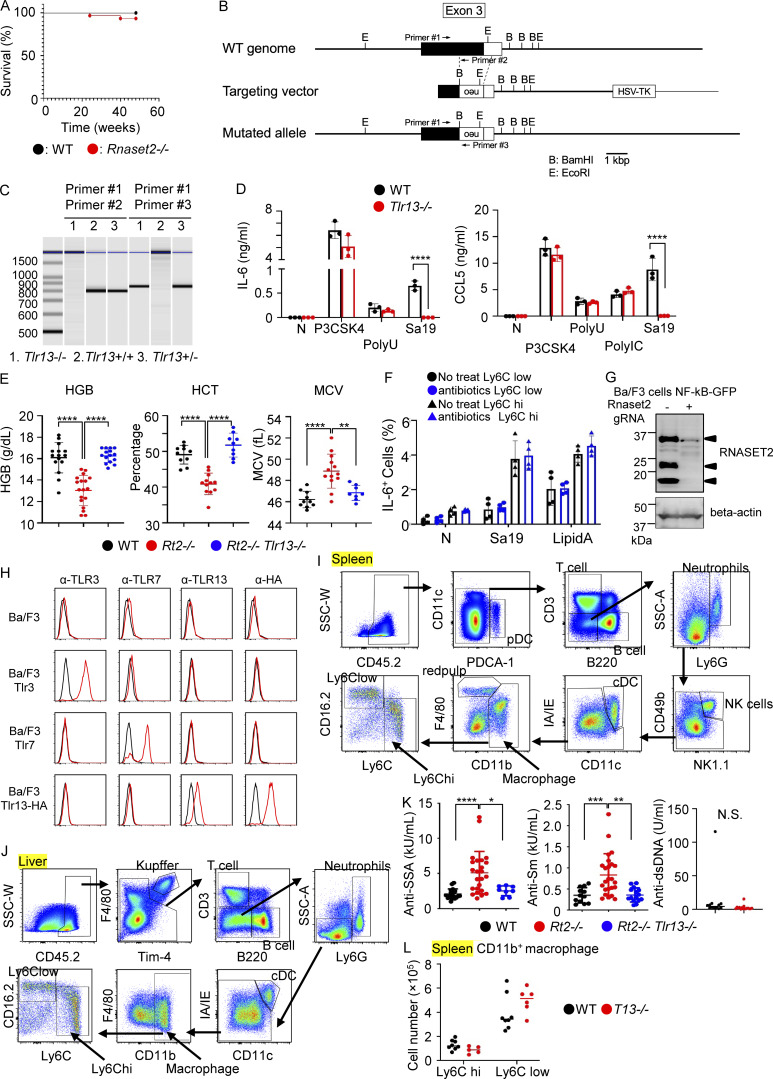
**Analyses of *Tlr13*** ^**−/−**^ **, *Rnaset2*** ^**−/−**^ **, and *Rnaset2*** ^**−/−**^ ***Tlr13*** ^**−/−**^ **mice. (A)** Survival curve of wild-type mice (black) and *Rnaset2*^*−/−*^ mice (red). **(B)** Schematic representation of *Tlr13* gene targeting. The filled and open boxes represent coding and 3′-untranslated regions of the *Tlr13* gene, respectively. Neo indicates the neomycin resistance gene: B, BamH I; and E, EcoR I. **(C)** PCR analyses with primers indicated in B to determine genotypes of indicated mice. **(D)** Production of IL-6 and CCL5 by BM-derived macrophages left unstimulated or stimulated with indicated TLR ligands. Results represent mean values with SD from triplicates. **(E)** Hb concentration, hematocrit, and mean corpuscular volume of RBCs in indicated mice (*n* = 8–16). **(F)** Percentage of IL-6^+^ cells in splenic Ly6C^low^ or Ly6C^hi^ macrophages from wild-type mice with or without antibiotics treatment after in vitro stimulation with the TLR13 ligand Sa19 (5 µg/ml) or the TLR4 ligand lipid A (1 µg/ml) together with Brefeldin A for 3 h (*n* = 3). **(G)** Immunoblotting of whole cell lysates from wild-type and *Rnaset2*^−/−^ Ba/F3 with anti-RNase T2 mAb. β-actin was also immunoprobed to show that the amounts of samples are equal. **(H)** Ba/F3 expressing Tlr3, Tlr7, or Tlr13-HA tag were subjected to membrane-permeabilized staining with mAbs to TLR3 (PaT3), TLR7 (A94B10), TLR13 (M13), and αHA. **(I and J)** The gating strategy of splenic cells (I) and hepatic cells (J). **(K)** Serum titer of autoantibodies to SSA, Sm, and dsDNAs in indicated mice (*n* = 8–26). **(L)** The numbers of CD11b^+^ Ly6C^hi^ and CD11b^+^ Ly6C^low^ macrophages in the spleens of indicated mice (*n* = 5–8). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Source data are available for this figure: SourceData FS1.

**Figure 1.**
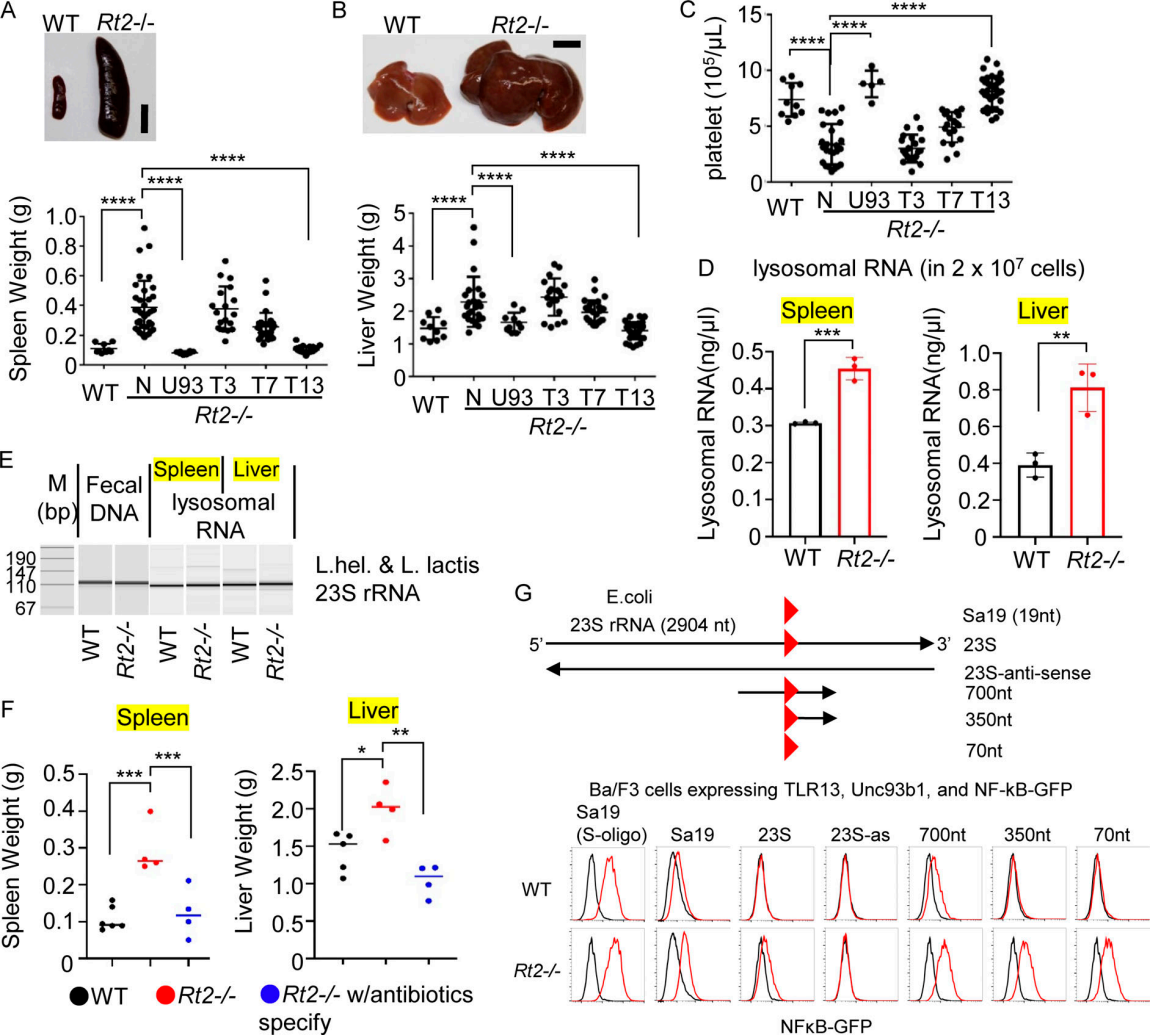
**TLR13 responses to bacterial rRNAs drive hepatosplenomegaly. (A)** Spleen photograph and splenic weights of wild-type (WT), *Rt2*^−/−^ (*Rnaset2*^−/−^), *Rt2*^−/−^*Unc93b1*^−/−^ (U93), *Rt2*^−/−^*Tlr3*^−/−^ (T3), *Rt2*^−/−^*Tlr7*^−/−^ (T7), and *Rt2*^−/−^*Tlr13*^−/−^ (T13) mice (*n* = 8–25). **(B)** Liver photograph and liver weights of indicated mice (*n* = 10–25). **(C)** Platelet counts of indicated mice (*n* = 4–25). **(D)** RNA concentrations of lysosomal fractions from spleen and liver of wild-type and *Rt2*^−/−^ mice. **(E)** PCR amplification of 23S rRNA of *Lactobacillus helveticus* and *Lactococcus lactis*. PCR templates were fecal DNA and cDNAs prepared from lysosomal RNAs from D. **(F)** Dot plots show weights of spleen and liver from wild-type and *Rt2*^−/−^ mice with or without antibiotic treatment (*n* = 4–6). **(G)** Schematic diagram of fragments derived from *E. coli* 23S rRNA. The red triangle denotes the minimal 12-mer sequence to activate TLR13. Ba/F3 cells expressing TLR13, Unc93b1, and NFκB-GFP were stimulated with modified Sa19 (S-oligo), Sa19, and rRNA fragments of indicated length at 25 µg/ml. Red and gray histograms show GFP expression in wild-type and *Rt2*^−/−^ Ba/F3 cells left unstimulated (black) and stimulated with indicated ssRNA for 24 h (red). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Source data are available for this figure: SourceData F1.

### TLR13 is activated by bacterial rRNA from the microbiome

Consistent with the previous findings in RNase T2–deficient zebrafish (Haud et al., 2011), we observed that the amounts of RNA recovered from lysosomal fractions of the spleen and liver in *Rnaset2*^−/−^ mice were ∼1.5- and 2-fold larger, respectively, than those in wild-type mice (Fig. 1 D). PCR analyses further revealed that lysosomal RNAs in both wild-type and *Rnaset2*^−/−^ mice included the Lactobacillus 23S rRNA-derived sequence capable of activating TLR13 (Fig. 1 E). Fecal DNA also contained the sequence of the TLR13 ligand (Fig. 1 E), suggesting that bacterial rRNAs from the gut reach the liver and spleen. To investigate the role of the microbiome in TLR13-dependent phenotypes, *Rnaset2*^−/−^ mice were treated with a cocktail of antibiotics, namely metronidazole, neomycin, ampicillin, and vancomycin, from 3 to 6 wk of age. This treatment did not impair IL-6 production by Ly6C^hi^ and Ly6C^low^ macrophages upon stimulation with the TLR13 ligand Sa19 or lipid A (Fig. S1 F), but ameliorated splenomegaly and hepatomegaly in *Rnaset2*^−/−^ mice (Fig. 1 F).

To further understand the role of RNase T2 in TLR13 activation, we used the IL-3–dependent Ba/F3 cell line, which was transduced to express TLR13, Unc93b1, and NF-κB-GFP. In this cell line, the *Rnaset2* genes were deleted using RNase T2-targeting gRNA and Cas9 (Fig. S1 G). The cells were then stimulated with 23S rRNAs of various lengths (Fig. 1 G), and GFP expression was evaluated by FACS analyses. RNase T2-deficient Ba/F3 cells responded comparably with wild-type Ba/F3 cells to RNase-resistant TLR13 ligand Sa19 but exhibited a heightened response to RNase-sensitive Sa19 and ssRNA fragments. Neither wild-type nor RNase T2-deficient Ba/F3 cells responded to anti-sense ssRNA fragment, indicating that their responses were sequence dependent. These findings suggest that RNase T2 negatively regulates TLR13 activation by bacterial rRNAs.

### Accumulation of TLR13-expressing macrophages in the spleen and liver

We next examined TLR13 expression in immune cells using newly generated anti-TLR13 mAb (Fig. S1 H) and observed that TLR13 protein was expressed in Ly6C^hi^ and Ly6C^low^ macrophages, red pulp macrophages, neutrophils, and conventional dendritic cells (cDCs), but not in T cells, B cells, or plasmacytoid DCs (pDCs) in the spleen (Fig. 2 A and Fig. S1 I). Similarly, myeloid cells such as KCs, Ly6C^hi^, and Ly6C^low^ macrophages, neutrophils, and cDCs expressed TLR13 in the liver (Fig. 2 B and Fig. S1 J).

**Figure 2.**
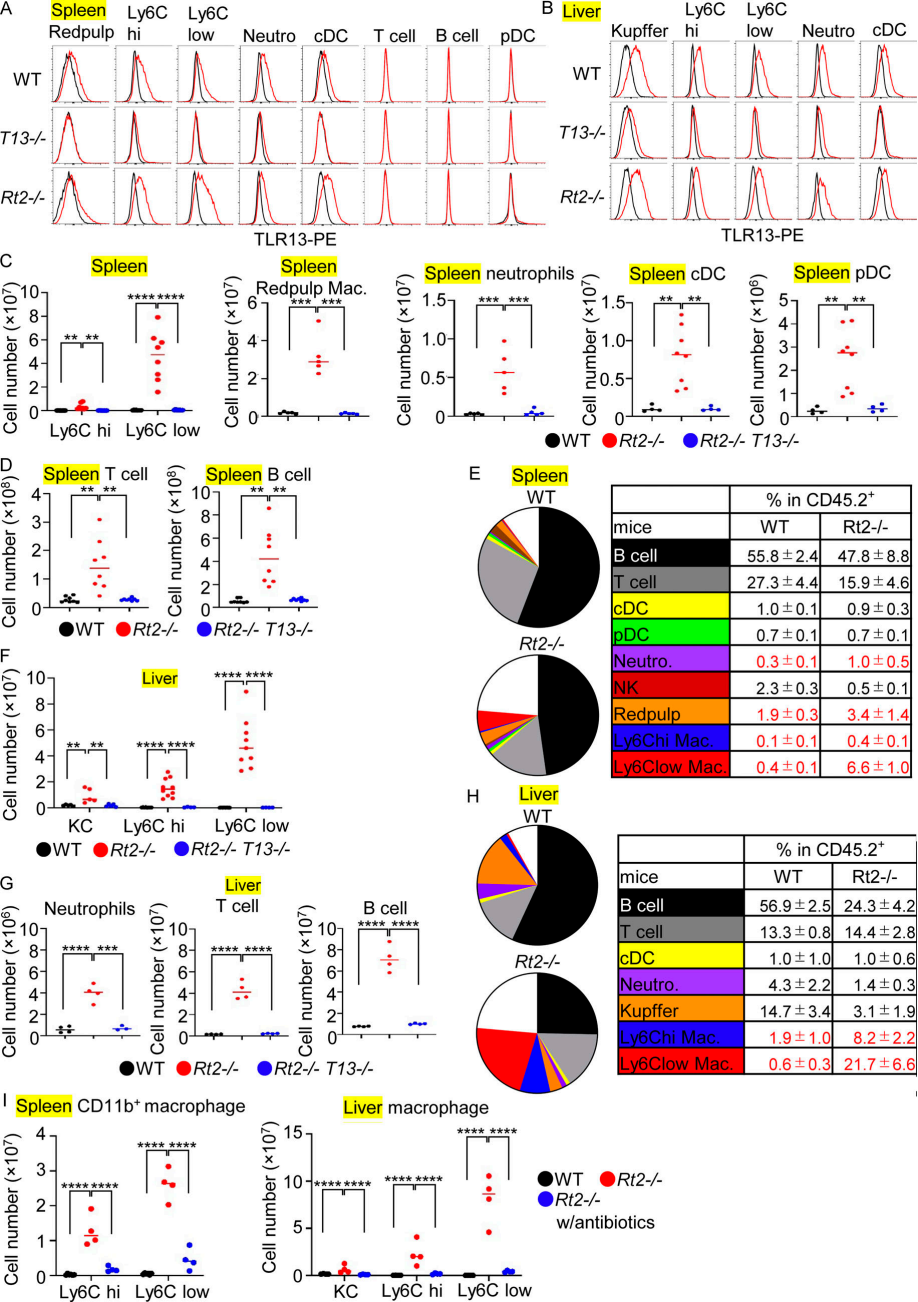
**TLR13-dependent macrophage accumulation in the spleen and liver. (A and B)** TLR13 expression in indicated immune cells in the spleen (A) and liver (B) of indicated mice. Red and black histograms show staining with anti-TLR13 mAb and isotype-matched antibody, respectively. **(C and D)** The cell numbers of indicated immune cells in the spleen from indicated mice (*n* = 5–8). **(E and H)** The percentages of indicated immune cells in the spleen and liver of wild-type and *Rt2*^−/−^ mice. **(F and G)** The cell numbers of indicated immune cells in the liver in indicated mice (*n* = 5–8). **(I)** The cell numbers of splenic or hepatic macrophages in indicated mice with or without antibiotics treatment (*n* = 4). **P < 0.01, ***P < 0.001 and ****P < 0.0001.

The numbers of splenic immune cells were all increased in *Rnaset2*^−/−^ mice (Fig. 2, C and D) but only macrophages and neutrophils increased also in percentage (Fig. 2 E). T and B cells did not express TLR13 (Fig. 2 A), but they increased in number (Fig. 2 D), suggesting that splenic lymphocytes were activated by TLR13-expressing macrophages and cDCs. Lymphocyte activation resulted in production of autoantibodies against RNA-associated antigens such as SSA and Sm in *Rnaset2*^−/−^ mice (Fig. S1 K). All the hepatic immune cells increased in number, but only Ly6C^hi^ and Ly6C^low^ macrophages, not KCs, increased also in percentage (Fig. 2, F–H). The increases in these macrophages in the spleen and liver were abolished by antibiotics treatment (Fig. 2 I). Additionally, TLR13 deficiency alone did not alter the numbers of splenic macrophages compared to wild-type mice (Fig. S1 L). These results suggest that TLR13 activation in Ly6C^hi^ and Ly6C^low^ macrophages in the spleen and liver resulted in their accumulation in *Rnaset2*^−/−^ mice.

### TLR13 drives emergency myelopoiesis in the spleen

Given the consistent increases in the numbers and percentages of macrophages in the spleen of *Rnaset2*^−/−^ mice, we focused on cellular mechanisms underlying TLR13-dependent increases in splenic macrophages. TLR ligands enhance monocyte production through extramedullary myelopoiesis, a process termed emergency myelopoiesis (Burberry et al., 2014; Chavakis et al., 2019; Nagai et al., 2006; Ueda et al., 2005). To explore the role of emergency myelopoiesis on the increase in splenic macrophages, we examined the numbers of monocyte/DC progenitors in the bone marrow (BM) and spleen of *Rnaset2*^−/−^ mice. In the BM, there was an increase in the percentages of common myeloid progenitors (CMPs), monocyte-DC progenitors (MDPs), and common monocyte progenitors/monocyte progenitors (cMoP/MPs) (Fig. S2 A). However, there was no increase in granulocyte-monocyte progenitors (GMPs), common DC progenitors (CDPs), or inducible monocyte progenitors (iMoPs). In the spleen, the numbers of monocyte/DC progenitors such as CMPs, GMPs, MDPs, CDPs, cMoP/MPs, and iMoPs were TLR13 dependently increased (Fig. 3 A). Similar increases of monocyte/DC progenitors in the spleen were observed in *Slc29a3*^−/−^ mice (Fig. S2 B), suggesting that TLR7 also induced emergency myelopoiesis in *Slc29a3*^−/−^ mice. These findings suggest that TLR13 increases the number of macrophages through emergency myelopoiesis in *Rnaset2*^−/−^ mice.

**Figure S2.**
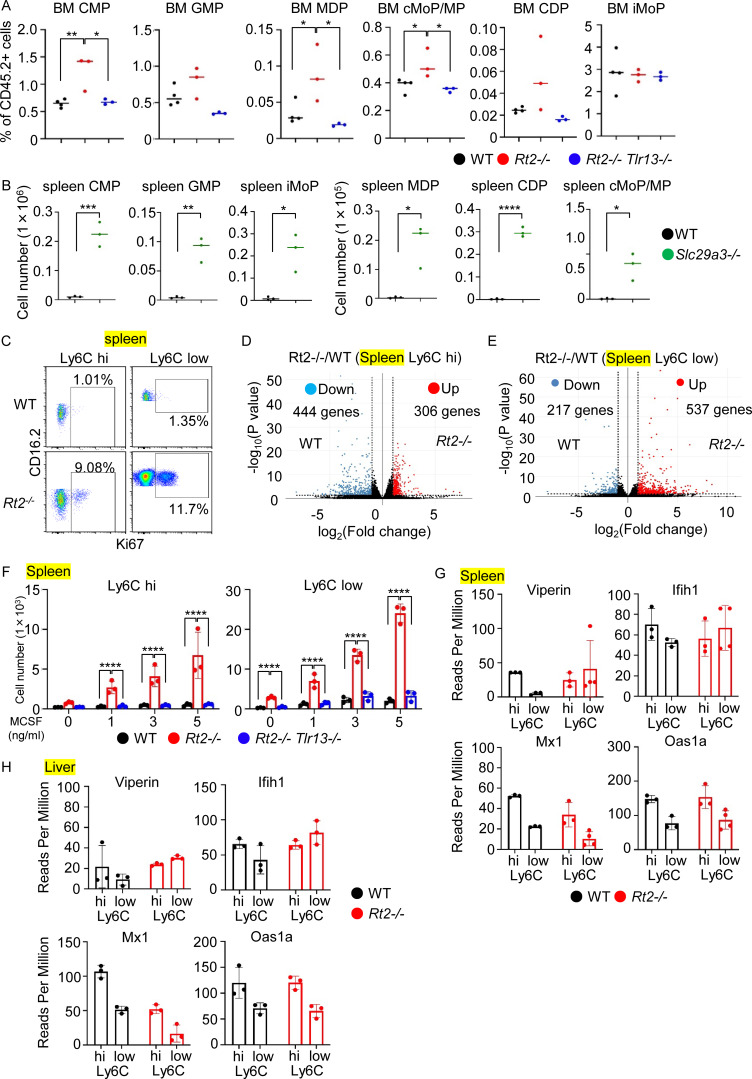
**TLR13 responses in the** **BM** **, spleen, and liver of *Rnaset2*** ^***−/−***^ **mice. (A)** The numbers of monocyte/DC progenitors in the BM of indicated mice (*n* = 3–4). **(B)** The numbers of monocyte/DC progenitors in the spleen of WT and *Slc29a3*^*−/−*^ mice (*n* = 3–4). **(C)** Dot plots show the expression of Ki67 and CD16.2 in splenic macrophages from WT and *Rnaset2*^*−/−*^ mice. **(D and E)** Volcano plots displaying log_2_ fold change of expression (x axes) and log_10_ normalized expression (y axes) for the comparison of splenic Ly6C^hi^ macrophages from *Rnaset2*^*−/−*^ mice versus those from wild-type mice (*n* = 3) (D), and that of splenic Ly6C^low^ macrophages from *Rnaset2*^*−/−*^ mice versus those from wild-type mice (*n* = 3–4) (E). **(F)** Bars show the numbers of Ly6C^hi^ and Ly6C^low^ macrophages from indicated mice that survived in vitro 3 days culture with M-CSF (0, 1, 3, 5 ng/ml). **(G and H)** Bars and dots show reads per million (RPM) of indicated ISGs in indicated splenic and liver macrophages (*n* = 3–4). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

**Figure 3.**
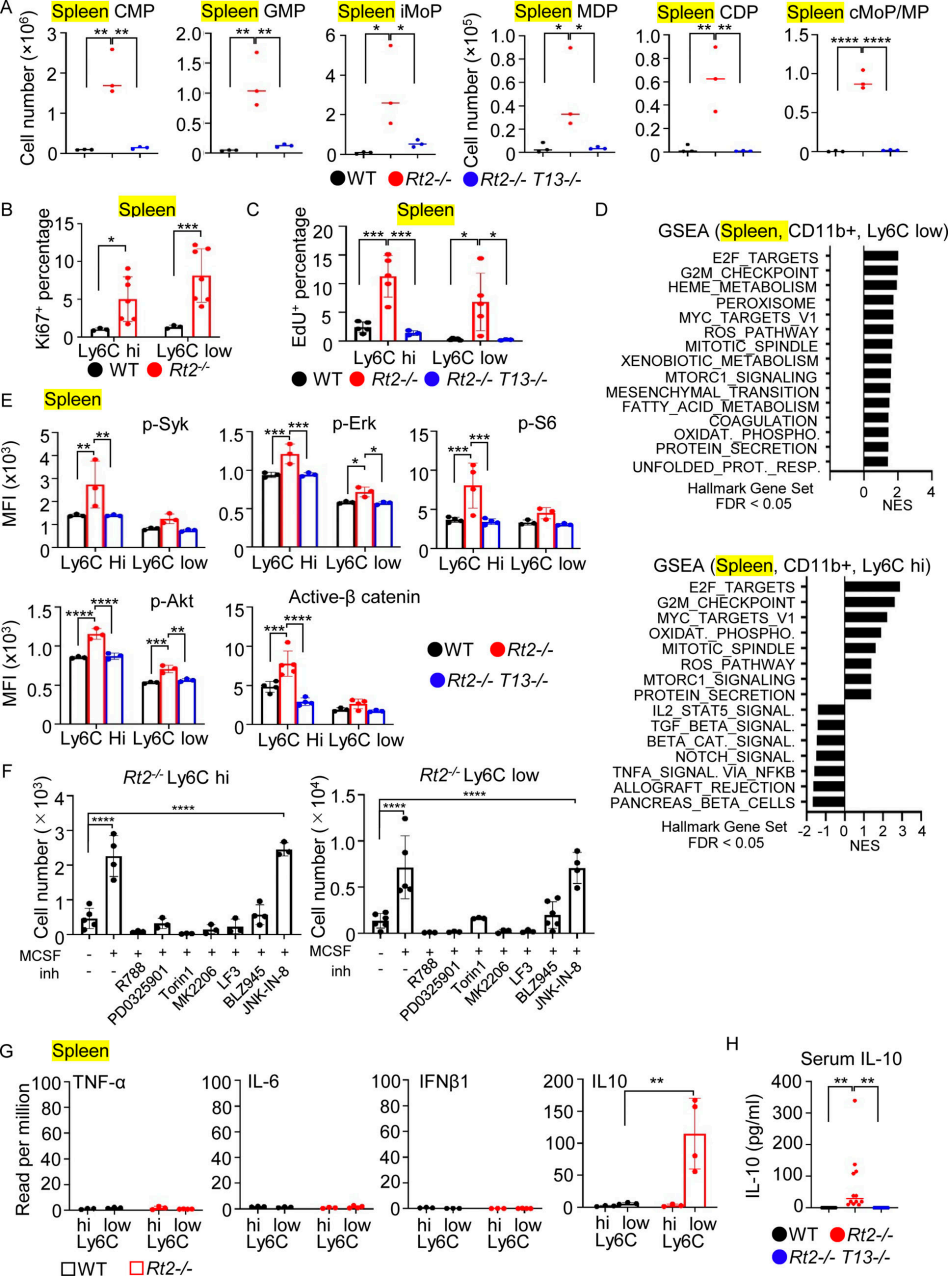
**Emergency myelopoiesis, macrophage proliferation, and Il-10 production in the spleen. (A)** The numbers of monocyte/DC progenitors in the spleen of indicated mice (*n* = 3). **(B and C)** The percentages of Ki67^+^ and EdU^+^ cells in splenic Ly6C^hi^ and Ly6C^low^ macrophages from indicated mice (*n* = 7). **(D)** GSEA of genes with >1.5-fold changes in comparison of splenic Ly6C^hi^ and Ly6C^low^ macrophages from *Rt2*^*−/−*^ mice versus those from wild-type mice. The bars indicate normalized enrichment scores (NESs) of hallmark gene sets with FDR < 0.05. **(E)** Mean fluorescence intensity (MFI) values of flow cytometry staining of splenic Ly6C^hi^ and Ly6C^low^ macrophages from indicated mice with antibodies to indicated signaling molecules (*n* = 3–5). **(F)** Bars show the numbers of splenic Ly6C^hi^ and Ly6C^low^ macrophages from *Rt2*^−/−^ mice that survived in vitro 3 days culture with M-CSF (5 ng/ml) and indicated inhibitors such as Syk (R788, 1 µM), MEK (PD0325901, 1 µM), mTOR (Torin 1, 0.25 µM), AKT (MK2266, 1 µM), β-catenin (LF3, 30 µM), and CSF1R (BLZ945, 1 µM), or JNK (JNK-IN-8, 1 µM). **(G)** Bars and dots show reads per million (RPM) of TNF-α, IL-6, IFNβ1, and IL10 in indicated splenic macrophages (*n* = 3–4). **(H)** Serum levels of IL-10 in indicated mice (*n* = 12–14). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### TLR13 activates splenic macrophages to proliferate and produce IL-10

To investigate whether TLR13 continues to drive the proliferation of monocytes/macrophages, we examined the expression of the proliferation-associated antigen Ki67 and EdU uptake. We found that both Ly6C^hi^ and Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice showed increases in Ki67 expression and the uptake of the thymidine analogue EdU (Fig. 3, B and C; and Fig. S2 C). 

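RNA from sorted splenic Ly6C hi and Ly6C low macrophages was sequenced with the Ion AmpliSeq Transcriptome kit, which amplifies a fixed panel of gene targets from cDNA. The deposited values used here come from 3 libraries of each subset from wild-type mice, 3 libraries of Ly6C hi macrophages and 4 libraries of Ly6C low macrophages from *Rnaset2*-/- mice. The authors deposited RPM, in which the reads of every library are scaled to the same total, for 23930 genes listed by symbol. Every value corresponded to a whole number of reads, so the reads behind it could be recovered. In Ly6C hi macrophages, 14280906 to 14415756 reads were counted in each wild-type library (median 14412379) and 20404155 to 21167602 in each *Rnaset2*-/- library (median 21060036). In Ly6C low macrophages, the libraries held 14237202 to 14572065 reads from wild-type mice (median 14308014) and 14059645 to 14193723 from *Rnaset2*-/- mice (median 14095304). The smallest level taken as detectable was 3 reads, which corresponded to 0.147 to 0.213 RPM in these groups and covers counting error only. For each comparison, RPM were divided by a relative log expression factor computed over the compared libraries, and log2(value + 1) was tested with limma, two-sided, with Benjamini-Hochberg adjustment. Genes with at least 1 RPM in at least 3 of the compared libraries were tested. The added 1 makes the log2 fold changes of genes at a few RPM smaller than the ratios of their RPM. An exact permutation test, two-sided, cannot give a p below 0.1 with 3 libraries against 3, or below 0.0571 with 4 against 3. The 3 wild-type Ly6C hi libraries differed little from each other, with a mean chi-square per gene of 7.3 between pairs, against 23.8 to 147 in the other groups. Replicate 2 of the *Rnaset2*-/- Ly6C low macrophages held 301.2 RPM of Y-linked genes and 0.781 RPM of *Xist*, whereas every other splenic library held at least 352.5 RPM of *Xist*.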

Transcriptome analyses were conducted to further characterize TLR13 responses in splenic macrophages. In Ly6C^hi^ macrophages from *Rnaset2*^−/−^ mice, 306 genes were upregulated and 444 genes were downregulated by >1.5-fold compared with Ly6C^hi^ macrophages from wild-type mice (Fig. S2 D). 

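Of 10398 genes tested in splenic Ly6C hi macrophages, 1016 were higher and 1295 were lower by >1.5-fold in *Rnaset2*-/- mice with an adjusted p below 0.05 in limma. The threshold moved these counts most, since 329 genes were higher and 604 lower at >2-fold with an unadjusted p below 0.05 from the same fits. The gene that rose most among those at a mean of at least 10 RPM, with every *Rnaset2*-/- library above every wild-type library, was *Fpr1*, at 42.5 ± 10.6 RPM (SD, n = 3) in *Rnaset2*-/- mice and 5.68 ± 0.479 RPM (SD, n = 3) in wild-type mice. Its log2 fold change was 2.79 (standard error 0.184, adjusted p = 4.56e-06 from limma). *Dusp16* and *Cd300e* followed, with log2 fold changes of 2.48 and 2.47. The largest falls were in *Car1*, *Klrb1c* and *Klra8*, with log2 fold changes of -4.07, -4.04 and -3.94. *Car1* is also a marker of erythroid cells and *Klrb1c* of NK cells, and the markers of both cell types were lower in these *Rnaset2*-/- libraries. Markers of neutrophils and granulocyte precursors were higher in them (13 of 14, mean log2 fold change 1.34), so the rises cannot be assigned to macrophages alone.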

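With a threshold on the adjusted p alone, at 0.1, limma called 2542 genes higher and 2339 genes lower in splenic Ly6C hi macrophages from *Rnaset2*-/- mice. When each of the 6 libraries was left out in turn, the first count ranged from 1859 to 2774 and the second from 1453 to 2451.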

Additionally, 614 genes were upregulated, while 498 genes were downregulated, with a q value of <0.1 (Data S1). In Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice, 537 genes were upregulated and 217 genes were downregulated by >1.5-fold (Fig. S2 E). Furthermore, 382 genes were upregulated and 250 genes were downregulated with a q value of <0.1 (Data S1). 

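In splenic Ly6C low macrophages, 10295 genes were tested, of which 417 were higher and 443 were lower by >1.5-fold in *Rnaset2*-/- mice at an adjusted p below 0.05 in limma. These counts depended on single libraries, and fell to 98 and 47 genes without wild-type replicate 3. On log2(value + 1), *Fcrl5* rose most, to 191 ± 58.1 RPM (SD, n = 4) from 2.62 ± 0.8997 RPM (SD, n = 3) (log2 fold change 5.72, standard error 0.251, adjusted p = 1.82e-05). By the ratio of mean RPM *Slc4a1* rose more, at 161 against 73 for *Fcrl5*. *Slc4a1* had a log2 fold change of 4.98, with 321.3 RPM in replicate 1 and 17.8 to 36.3 RPM in the other 3 *Rnaset2*-/- libraries, and it is a marker of erythroid cells that DESeq2 on the recovered reads did not call. *Cd72* rose by 4.83 on the log2 scale. Markers of B and plasma cells were also higher in the *Rnaset2*-/- libraries (3 of 3, mean log2 fold change 2.71), so the rises cannot be assigned to macrophages alone. The largest falls were in *Serpinb10*, *Flt1* and *Retnla*, with log2 fold changes of -4.36, -3.29 and -3.25. In each of these 6 genes, all 4 *Rnaset2*-/- libraries lay beyond all 3 wild-type libraries.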

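At an adjusted p below 0.1 in limma, 975 genes were higher and 1007 genes were lower in splenic Ly6C low macrophages from *Rnaset2*-/- mice. Leaving out each of the 7 libraries in turn gave 282 to 1199 higher genes and 241 to 1159 lower genes.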

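The change in cell cycle genes between *Rnaset2*-/- and wild-type splenic macrophages was measured with the lists of S-phase and G2/M genes distributed with Seurat, which hold 94 genes, and tested with limma's camera, two-sided. In Ly6C hi macrophages, 88 of 91 tested genes were higher in *Rnaset2*-/- mice and the mean log2 fold change was 0.92 (adjusted p = 1.35e-24 over 32 tests of gene sets, limma camera with an inter-gene correlation of 0.01). All 51 tested G2/M genes were higher, by a mean log2 fold change of 1.11, and the 40 S-phase genes had a mean of 0.66. In Ly6C low macrophages, 75 of 86 genes were higher and the mean log2 fold change was 0.76 (adjusted p = 9.45e-07, limma camera). Only 2 of these 86 genes were higher with an adjusted p below 0.05 by themselves, against 75 of 91 in Ly6C hi macrophages. Estimating the correlation between the genes from the data moved these results most, with p = 0.0802 in Ly6C hi and p = 0.363 in Ly6C low macrophages by camera, neither of them an exact test. Markers of neutrophils and granulocyte precursors also rose in *Rnaset2*-/- mice, with 13 of 14 tested markers higher in Ly6C hi and 14 of 14 in Ly6C low macrophages. In Ly6C low macrophages every *Rnaset2*-/- library was above every wild-type library in their mean, so the counts do not separate the cell cycle change from these markers.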

Gene set enrichment analysis (GSEA) revealed that proliferation-associated hallmarks such as “E2F targets,” “G2M checkpoint,” “MYC targets V1,” “mitotic spindle,” and “mTORC1 signaling” were positively enriched in differentially expressed genes (DEGs) of both Ly6C^hi^ and Ly6C^low^ splenic macrophages from *Rnaset2*^−/−^ mice compared with wild-type mice (Fig. 3 D). These findings suggest that splenic macrophages continue to proliferate in a manner dependent on TLR13 in *Rnaset2*^−/−^ mice.

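*Mki67*, which encodes Ki67 and lies on chromosome 7 from 135689784 to 135716361 (GRCm38), was measured in the same libraries. In splenic Ly6C hi macrophages its mRNA was 202 ± 28.6 RPM (SD, n = 3) in *Rnaset2*-/- mice and 112 ± 4.64 RPM (SD, n = 3) in wild-type mice, a log2 fold change of 0.96 (standard error 0.103, adjusted p = 8.55e-05 from limma). In Ly6C low macrophages it was 35.8 ± 31.5 RPM (SD, n = 4) and 7.76 ± 4.58 RPM (SD, n = 3), and the log2 fold change of 1.76 was within the spread between the *Rnaset2*-/- libraries (standard error 0.632, adjusted p = 0.108). From the enrichment of proliferation-associated gene sets in both subsets, together with the Ki67 and EdU staining, the paper proposes that splenic macrophages of *Rnaset2*-/- mice continue to proliferate dependent on TLR13.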

We next examined the TLR13 signaling pathways activated in splenic macrophages using FACS analyses. We observed TLR13-dependent increases in phosphorylation of Syk, Erk, S6, and AKT, as well as in the activated form of β-catenin in Ly6C^hi^ macrophages (Fig. 3 E). In Ly6C^low^ macrophages, TLR13-dependent increases in phosphorylation of Erk and Akt were also noted. To determine whether these signaling pathways drive macrophage proliferation, we cultured splenic macrophages in the presence of M-CSF at 5 ng/ml and added various inhibitors. This setup allowed proliferation only in macrophages from *Rnaset2*^−/−^ mice, not in wild-type macrophages (Fig. S2 F). The survival of Ly6C^hi^ and Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice in culture was downregulated with inhibitors for Syk (R788), MEK (PD0325901), mTOR (Torin 1), AKT (MK2266), β-catenin (LF3), and CSF1R (BLZ945), but not with JNK inhibitor (JNK-IN-8) (Fig. 3 F). Although FACS analyses did not detect the activated form of β-catenin and phosphorylation of Syk and S6 in Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice (Fig. 3 E), the effect of inhibitors suggested their activation. These results indicate that TLR13 in splenic Ly6C^hi^ and Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice activates signaling pathways mediated by Syk, Erk, mTOR, and β-catenin to drive proliferation.

Although both Ly6C^hi^ and Ly6C^low^ macrophages proliferated in the spleen of *Rnaset2*^−/−^ mice, the latter predominantly accumulated over the former (Fig. 2 C). Ly6C^hi^ macrophages were likely to mature into Ly6C^low^ macrophages in the spleen of *Rnaset2*^−/−^ mice (Ginhoux and Jung, 2014). 

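The response to NF-κB in splenic macrophages was measured with a list of 66 NF-κB response genes written before the data were examined. In Ly6C low macrophages, 31 of 59 tested genes were higher and 28 were lower in *Rnaset2*-/- mice, and the mean log2 fold change of 0.12 did not pass the test (adjusted p = 0.375, limma camera, two-sided). A list of 46 immediate early genes, which shares 0 genes with it, had a mean log2 fold change of -0.17 in Ly6C low macrophages, with 29 genes lower (adjusted p = 0.0568). In Ly6C hi macrophages, 34 of 58 NF-κB response genes were lower, with a mean log2 fold change of -0.31 (adjusted p = 0.0663).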

In Ly6C^low^ macrophages, transcriptome analyses showed that the hallmark “TNFA signal via NFKB” was negatively enriched (Fig. 3 D), suggesting the lack of inflammatory responses. 

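The mRNAs for TNF-α, IL-6, IFNβ1, IL-10 and the ISGs *Rsad2*, *Ifih1*, *Mx1* and *Oas1a* were compared in splenic Ly6C low macrophages. *Il10*, on chromosome 1 from 131019845 to 131024974 (GRCm38), was 115 ± 55.4 RPM (SD, n = 4) in *Rnaset2*-/- mice and 5.90 ± 1.48 RPM (SD, n = 3) in wild-type mice. Its log2 fold change was 3.96 (standard error 0.398, adjusted p = 0.0011 from limma), and all 4 *Rnaset2*-/- libraries were above all 3 wild-type libraries (exact permutation test, two-sided, p = 0.0571). *Tnf* was 0.815 ± 0.165 RPM (SD, n = 4) in *Rnaset2*-/- and 1.83 ± 0.361 RPM (SD, n = 3) in wild-type mice, a log2 fold change of -0.63 that did not pass the adjustment (adjusted p = 0.0957). *Il6* was 1.49 ± 0.926 RPM (SD, n = 4) and 1.32 ± 0.373 RPM (SD, n = 3), a difference smaller than the spread between libraries (adjusted p = 0.947). *Ifnb1* was too low to be tested with limma, at 0 to 0.285 RPM in *Rnaset2*-/- mice and a mean of 0.163 RPM in wild-type mice (exact permutation test, two-sided, p = 0.514). Among the ISGs, *Rsad2* was higher, at 40.9 ± 41.9 RPM (SD, n = 4) against 4.98 ± 1.94 RPM (SD, n = 3), with a log2 fold change of 2.45 (adjusted p = 0.0321). Replicate 1 held 103.6 RPM of *Rsad2* and the other 3 *Rnaset2*-/- libraries 16.242 to 21.999 RPM, and the call was lost in each of the fits without wild-type replicate 1, 2 or 3 or *Rnaset2*-/- replicate 2. *Ifih1* (log2 fold change 0.29), *Mx1* (-1.25) and *Oas1a* (0.15) did not differ at an adjusted p below 0.05. For *Mx1*, all 4 *Rnaset2*-/- libraries were below all 3 wild-type libraries, and 3 of 14 alternatives called it lower (lowest adjusted p = 0.0261). Across 33 tested ISGs, 22 were higher, with a mean log2 fold change of 0.24 (adjusted p = 0.0796, limma camera).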

Consistently, expression of mRNAs encoding proinflammatory cytokines such as TNF-α and IL-6, IFNβ1, and IFN-stimulated genes (ISGs) were not increased (Fig. 3 G and Fig. S2 G), whereas the mRNA for the anti-inflammatory cytokine IL-10 was highly expressed in splenic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice. Additionally, serum IL-10 levels in *Rnaset2*^−/−^ mice were TLR13-dependently increased (Fig. 3 H), suggesting that TLR13 activation promotes macrophage maturation into IL-10–producing macrophages in the spleen.

### TLR13 drives proliferation and maturation of hepatic macrophage

We next focused on hepatic immune cells in *Rnaset2*^−/−^ mice (Fig. 4, A and B). Although immune cells including macrophages, neutrophils, cDCs, and lymphocytes increased in number (Fig. 2, F and G), only Ly6C^hi^ and Ly6C^low^ macrophages increased also in percentage (Fig. 2 H), suggesting that these macrophages predominantly increased in the liver of *Rnaset2*^−/−^ mice. Because EdU uptake into nuclear DNAs was TLR13-dependently increased only in hepatic Ly6C^hi^ macrophages (Fig. 4 C), TLR13 was suggested to drive proliferation of Ly6C^hi^ macrophages and their maturation into Ly6C^low^ macrophages. 

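Hepatic macrophages were sequenced and deposited in the same way as those of the spleen, as RPM, with 3 libraries each of Ly6C hi and Ly6C low macrophages from wild-type mice and from *Rnaset2*-/- mice, and 4 libraries of wild-type KCs. Per library, 11179177 to 12956956 reads (median 11984995) were counted in wild-type Ly6C hi macrophages, 12947665 to 13027220 (median 13000249) in *Rnaset2*-/- Ly6C hi macrophages, 11175843 to 12081069 (median 11474047) in wild-type Ly6C low macrophages and 12850522 to 13060965 (median 12990916) in *Rnaset2*-/- Ly6C low macrophages. The KC libraries held 11451876 to 12207718 reads. The detection floor of 3 reads was 0.232 to 0.268 RPM. All 6 libraries of *Rnaset2*-/- macrophages held 150.1 to 291.2 RPM of Y-linked genes and at most 0.154 RPM of *Xist*, and all 6 libraries of wild-type Ly6C hi and Ly6C low macrophages held 321.5 to 539.3 RPM of *Xist*. Replicates 2 and 3 of both wild-type subsets also held 28.954 to 52.031 RPM of Y-linked genes. Every comparison of *Rnaset2*-/- with wild-type hepatic macrophages is therefore also a comparison of libraries with and without *Xist*, and genotype and sex cannot be told apart in it.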

To further understand TLR13 responses, we conducted transcriptome analyses of hepatic macrophages. In hepatic Ly6C^hi^ macrophages from *Rnaset2*^−/−^ mice, 838 genes were upregulated and 567 genes were downregulated by >1.5-fold compared with those from wild-type mice (Fig. 4 D). In addition, 835 genes were upregulated and 1,202 genes were downregulated with a q value of <0.1 in Ly6C^hi^ macrophages from *Rnaset2*^−/−^ mice (Data S1). 

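Between *Rnaset2*-/- and wild-type hepatic Ly6C hi macrophages, 10957 genes were tested, and 1717 were higher and 1634 lower by >1.5-fold in *Rnaset2*-/- mice with an adjusted p below 0.05 in limma. Scaling changed the balance of these counts, which were 2661 and 905 on RPM as deposited, without the relative log expression factors. On log2(value + 1), *Cd5l*, which encodes AIM, rose most, to 219.5 ± 112 RPM (SD, n = 3) from 1.17 ± 0.392 RPM (SD, n = 3) (log2 fold change 6.325, standard error 0.388, adjusted p = 0.000147). The T-cell marker *Cd3e* and the erythroid marker *Alas2* followed on this scale, with log2 fold changes of 5.70 and 5.58. By the ratio of mean RPM they rose more than *Cd5l*, at 1190 and 1460 against 187. *Cd3e* was at 66.4 RPM in *Rnaset2*-/- mice and at no more than 0.167 RPM in any wild-type library. The largest fall, of -8.76 on the log2 scale, was in *Xist*, which follows the sex of the mice. *Ccl24* and *Cd83* had log2 fold changes of -6.50 and -6.30.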

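With an adjusted p below 0.1 in limma and no threshold on the fold change, 2275 genes were higher and 2217 genes were lower in hepatic Ly6C hi macrophages from *Rnaset2*-/- mice. The fits without each of the 6 libraries gave 1304 to 2435 higher genes and 1484 to 2659 lower genes.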

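In hepatic Ly6C low macrophages, limma tested 10808 genes and called 2187 higher and 2433 lower by >1.5-fold in *Rnaset2*-/- mice at an adjusted p below 0.05. *Lipg* rose most, to 162 ± 95.7 RPM (SD, n = 3), and was listed at 0 in all 3 wild-type libraries (log2 fold change 7.15, standard error 0.4, adjusted p = 1.56e-05). *Fcrl5* had a log2 fold change of 7.10 and *Cd5l* of 6.98. *Xist* and *Retnla*, which had the largest falls, were listed at 0 in all 3 *Rnaset2*-/- libraries, with 443 and 413 RPM in wild-type mice. *Serpinb10* fell by 7.88 on the log2 scale.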

In hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice, 702 genes were upregulated and 1,085 genes were downregulated by >1.5-fold compared with those from wild-type mice (Fig. 4 D). 

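At an adjusted p below 0.1, limma called 2808 genes higher and 2940 genes lower in hepatic Ly6C low macrophages from *Rnaset2*-/- mice. Both counts were lower in every fit without a library, at 2113 to 2709 and 1985 to 2899 genes.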

Also, 1,245 genes were upregulated and 1,519 genes were downregulated with a q value of <0.1 (Data S1). GSEA demonstrated that proliferation-associated gene sets such as “E2F targets,” “mitotic spindle,” and “G2M checkpoint” were positively enriched in both Ly6C^hi^ and Ly6C^low^ hepatic macrophages from *Rnaset2*^−/−^ mice (Fig. 4 E). 

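In hepatic Ly6C hi macrophages, 68 of 86 tested S-phase and G2/M genes were higher in *Rnaset2*-/- mice, with a mean log2 fold change of 0.64 (adjusted p = 7.38e-06, limma camera, two-sided). In Ly6C low macrophages, 62 of 87 were higher, with a mean log2 fold change of 0.32 (adjusted p = 0.00975). The G2/M genes carried most of this change, with a mean log2 fold change of 0.43 (adjusted p = 0.0056), while the S-phase genes had a mean of 0.18 (adjusted p = 0.221). *Mki67* had a log2 fold change of 0.67 in Ly6C hi macrophages (adjusted p = 0.282) and of 0.48 in Ly6C low macrophages (adjusted p = 0.139), neither larger than the libraries' spread allowed to call. With the correlation between genes estimated from the data, neither set passed the test (p = 0.217 and 0.506, camera, not exact). The NF-κB response genes were lower in both subsets, with mean log2 fold changes of -1.17 in Ly6C hi (51 of 65 genes lower, adjusted p = 1.16e-07) and -1.503 in Ly6C low macrophages (50 of 64 lower, adjusted p = 9.66e-07). Neither of these changes passed the test with the correlation between genes estimated (p = 0.17 and 0.217, camera, not exact). All 44 tested immediate early genes were lower in both subsets, and these genes were higher in every wild-type library of both hepatic subsets than in any KC or wild-type splenic library.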

Although we did not detect significant EdU uptake by Ly6C^low^ macrophages (Fig. 4 C), it is possible that a population of hepatic Ly6C^low^ macrophages that have just matured from Ly6C^hi^ macrophages still proliferated.

**Figure 4.**
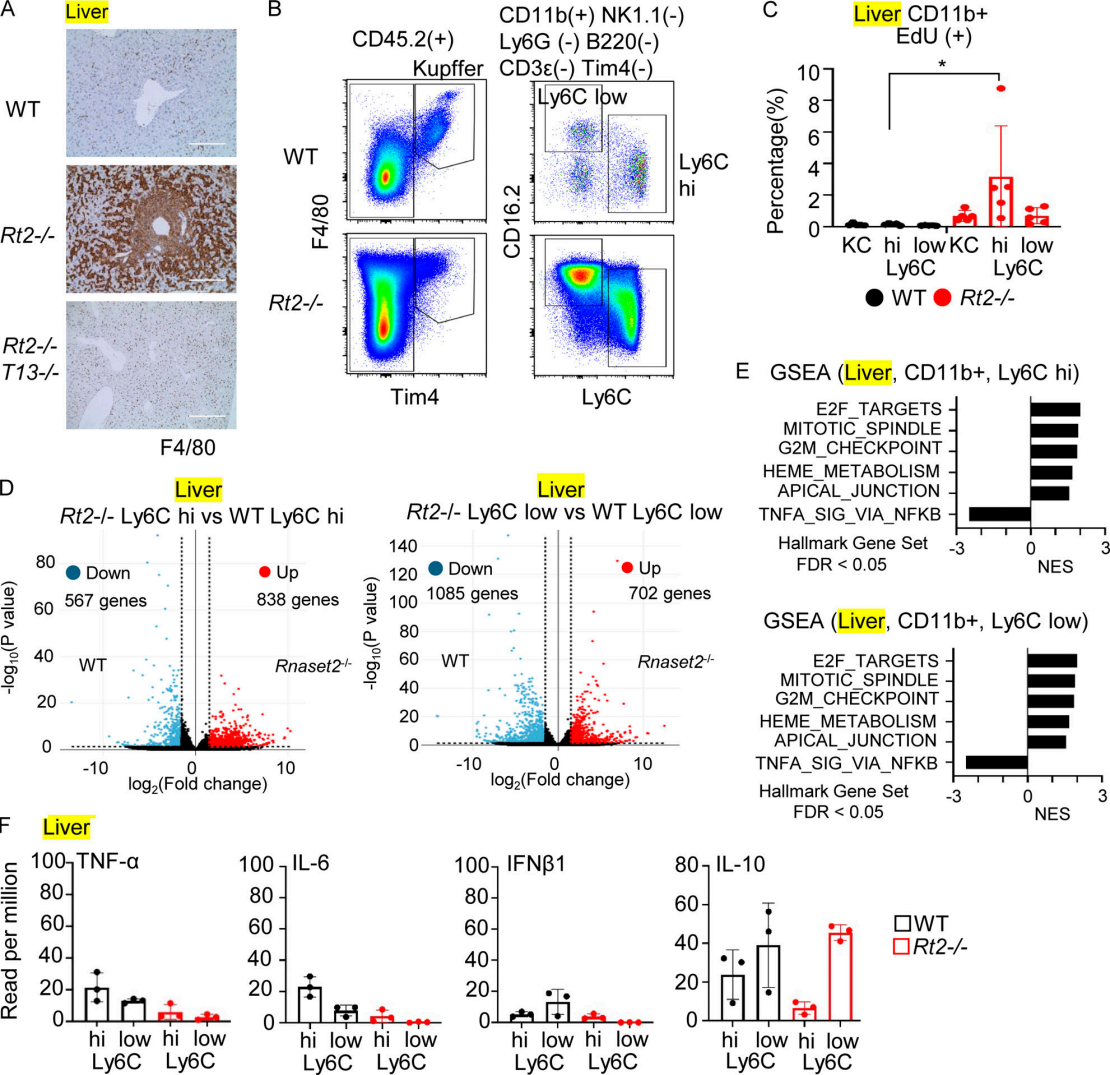
**TLR13-dependent macrophage proliferation in the liver. (A)** Immunohistochemistry showing F4/80 expression in the livers of indicated mice. Scale bar, 200 μm. **(B)** FACS dot plots show expression of F4/80, Tim4, Ly6C, and CD16.2 in hepatic macrophages from indicated mice. **(C)** The percentages of the EdU^+^ cells in indicated hepatic macrophage subsets from indicated mice. **(D)** Volcano plots show log_2_ fold change of expression (x axes) and log_10_ normalized expression (y axes) for the comparisons of hepatic Ly6C^hi^ and Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice versus those from wild-type mice (*n* = 3). Genes with >1.5-fold upregulated and downregulated expression are shown in red and blue, respectively. **(E)** GSEA of genes with >1.5-fold changes in comparison of hepatic Ly6C^hi^ and Ly6C^low^ macrophages from Rnaset2^−/−^ mice versus those from wild-type mice. The bars indicate normalized enrichment scores (NESs) of hallmark gene sets with FDR < 0.05. **(F)** Bars and dots show reads per million (RPM) of TNF-α, IL-6, IFNβ1, and IL10 in indicated splenic macrophages (*n* = 3). *P < 0.05.

In hepatic Ly6C^low^ macrophages, there were no increases in IL-10 mRNA as well as in mRNAs for proinflammatory cytokines such as TNF-α, IL-6, IFNβ1, and ISGs (Fig. 4 F and Fig. S2 H), indicating that TLR13 responses in hepatic macrophages differ from those in splenic macrophages.

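In hepatic Ly6C low macrophages, *Il10* was 45.5 ± 4.01 RPM (SD, n = 3) in *Rnaset2*-/- mice and 39.0 ± 21.7 RPM (SD, n = 3) in wild-type mice, a log2 fold change of 0.37 that was smaller than the spread between the wild-type libraries (standard error 0.455, adjusted p = 0.538 from limma). *Tnf* was lower in *Rnaset2*-/- mice, at 2.73 ± 1.74 RPM (SD, n = 3) against 12.9 ± 1.41 RPM (SD, n = 3) (log2 fold change -2.05, adjusted p = 0.00256). *Il6* averaged 0.336 RPM in *Rnaset2*-/- mice and 7.72 RPM in wild-type mice (adjusted p = 0.00111). *Ifnb1* was at or under 3 reads in all 3 *Rnaset2*-/- libraries and at 13.3 ± 7.96 RPM (SD, n = 3) in wild-type mice (adjusted p = 0.00108). The ISGs moved in both directions. *Rsad2* was 30.6 ± 1.87 RPM (SD, n = 3) in *Rnaset2*-/- and 9.26 ± 5.44 RPM (SD, n = 3) in wild-type mice, a log2 fold change of 1.78 (standard error 0.432, adjusted p = 0.011). *Ifih1* had a log2 fold change of 0.94 (adjusted p = 0.0305), which lost its call in 4 of the alternatives, and its libraries overlapped between the genotypes (exact permutation test, two-sided, p = 0.2). *Mx1* fell, with a log2 fold change of -1.87 (adjusted p = 0.00957), and *Oas1a* did not change (-0.16, adjusted p = 0.543). Tested as an interaction of organ and genotype in limma, the response of Ly6C low macrophages was lower in the liver than in the spleen for *Tnf* (log2 difference -1.43, adjusted p = 0.0212) and *Il6* (-2.71, adjusted p = 0.00202), and not different for the 4 ISGs. Wild-type means of *Tnf* and *Il6* were 12.9 and 7.72 RPM in the liver and 1.83 and 1.32 RPM in the spleen. A weaker response in the liver cannot be told apart from these higher wild-type levels. *Ifnb1* was too low in the spleen for such a comparison. From the absence of increases in these mRNAs in the liver, the paper concludes that TLR13 responses of hepatic macrophages differ from those of splenic macrophages.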

### TLR13-dependent macrophage accumulation in the brain, lung, and kidney

In addition to the spleen and liver, we investigated macrophages in the brain, lung, and kidney. In the brain, both Ly6C^hi^ and Ly6C^low^ macrophages TLR13-dependently increased (Fig. S3, A and B). Microglia, similar to Ly6C^hi^ and Ly6C^low^ macrophages, expressed TLR13 (Fig. S3 C) but did not significantly increase in percentage (Fig. S3 B). In the lung and kidney, only Ly6C^low^ macrophages TLR13-dependently increased in percentage (Fig. S3, D, E, G, and H), although both Ly6C^hi^ and Ly6C^low^ macrophages expressed TLR13 (Fig. S3, F and I). EdU uptake by these macrophages showed that only Ly6C^hi^ macrophages in the brain proliferate (Fig. S3 J), suggesting that bacterial rRNA might enter the brain. In the lung and kidney of *Rnaset2*^−/−^ mice, although Ly6C^low^ macrophages increased, they did not show any increase in EdU uptake compared with those in wild-type mice, suggesting that TLR13 prolongs survival of Ly6C^low^ macrophages in the lung and kidney of *Rnaset2*^−/−^ mice. In contrast to monocyte-derived macrophages (moMAs), alveolar macrophages decreased in *Rnaset2*^−/−^ mice due to TLR13-dependent inhibition of their proliferation (Fig. S3, E and J). These findings demonstrate that TLR13 activation results in macrophage accumulation in multiple organs.

**Figure S3.**
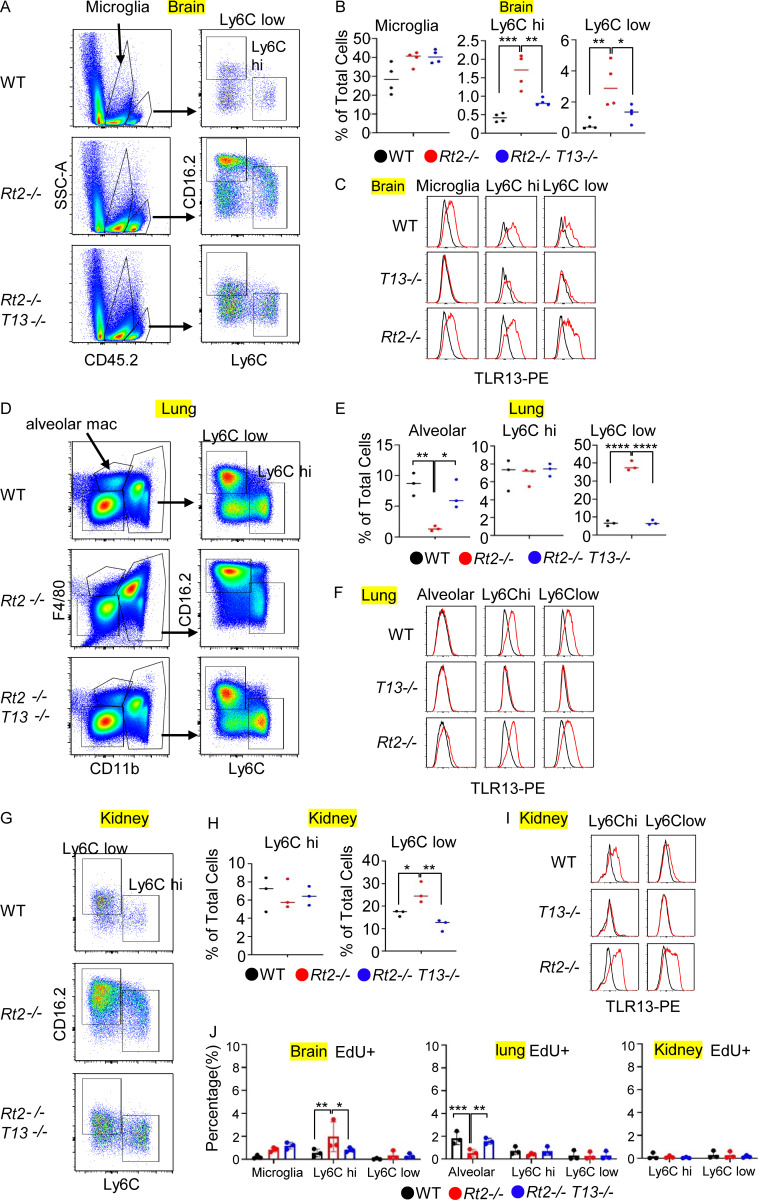
**TLR13 responses in various organs of *Rnaset2*** ^***−/−***^ **. (A)** Gating strategy to detect microglia, Ly6C^hi^, and Ly6C^low^ macrophages in the brains of indicated mice. **(B)** The percentages of F4/80^+^ CD45.2^int^ microglia, Ly6C^hi^, and Ly6C^lo^ macrophage in CD45^+^ cells from the brain of indicated mice (*n* = 4). **(C, F, and I)** TLR13 expression in indicated immune cells in the brain, lung, and kidney of indicated mice. Red and black histograms show staining with anti-TLR13 mAb and isotype-matched antibody, respectively. **(D)** Gating strategy to detect alveolar, Ly6C^hi,^ and Ly6C^low^ macrophages from the lungs of indicated mice. **(E)** The percentages of F4/80^+^ CD11b^int^ alveolar, Ly6C^hi^, and Ly6C^low^ macrophage in CD45^+^ cells from the lungs of indicated mice (*n* = 4). **(G)** Gating strategy to detect Ly6C^hi^ and Ly6C^low^ macrophages from the kidneys of indicated mice. **(H)** The percentages of Ly6C^hi^ and Ly6C^low^ macrophages in CD45^+^ cells from the kidney of indicated mice (*n* = 3). **(J)** The percentages of the EdU^+^ cells in indicated macrophage subsets from the indicated organs of indicated mice. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### TLR13-dependent LXR activation in hepatic macrophages

We next focused on TLR13 responses in hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice because Ly6C^low^ macrophages predominantly accumulated in both the spleen and liver and expression of IL-10 mRNA was increased in splenic Ly6C^low^ macrophages but not hepatic Ly6C^low^ macrophages (Fig. 2, C and F; Fig. 3 G; and Fig. 4 F). 

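The genotype effect on *Il10* was compared between the organs in Ly6C low macrophages, as the interaction of organ and genotype in a limma fit of the 13 splenic and hepatic libraries. The effect was lower in the liver by 3.58 on the log2 scale, that is a difference of -3.58 (standard error 0.672, adjusted p = 0.00201). The wild-type level enters this difference, with a mean *Il10* of 39.0 RPM in the liver and 5.90 RPM in the spleen. DESeq2 on the recovered reads moved this most among the other tests, to -4.15 (adjusted p = 1.53e-08), and over all alternatives the adjusted p was between 1.53e-08 and 0.00722. With each of the 13 libraries left out in turn, the difference stayed between -4.19 and -3.20. Libraries that share a replicate number were correlated between wild-type spleen and liver (mean r across genes 0.21, where genes are not independent replicates) but not between the *Rnaset2*-/- groups (-0.0331), and with the replicate number as a block the difference was -3.33 (adjusted p = 0.00189). Within *Rnaset2*-/- mice, *Il10* was lower in hepatic than in splenic Ly6C low macrophages, with a log2 fold change of -1.15 (standard error 0.397, adjusted p = 0.0483 from limma). All 3 of these hepatic libraries have Y-linked reads (41.09 to 48.85 RPM of *Il10*), and the only splenic *Rnaset2*-/- library with more than 1 such read, replicate 2, has the lowest *Il10* of the 4 (55.778 RPM), so this comparison is not separated from sex.

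**Figure D1:**
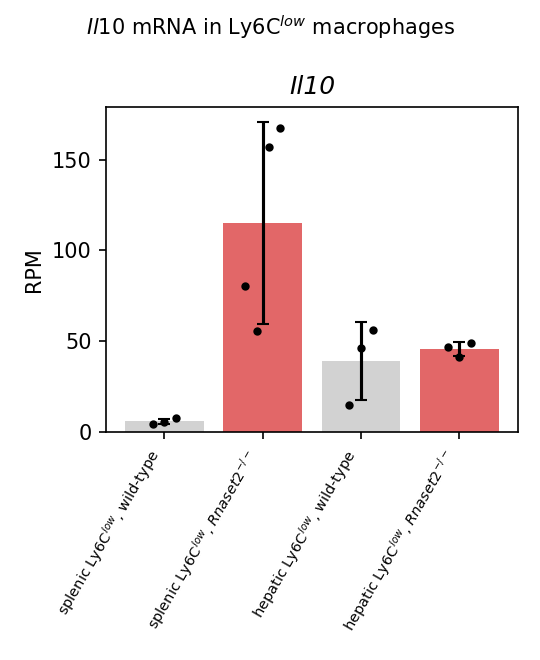
*Il10* mRNA in RPM (y axis, linear) in splenic and hepatic Ly6C low macrophages of wild-type and *Rnaset2*-/- mice, where bars show the mean, error bars the SD and points the 3 or 4 libraries of each group. The *Rnaset2*-/- libraries lie between 55.778 and 167.327 RPM in the spleen, above all 3 wild-type libraries, and among the wild-type libraries in the liver.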

To characterize TLR13 responses, we compared the gene expression profiles of splenic and hepatic Ly6C^low^ macrophages. In hepatic Ly6C^low^ macrophages of *Rnaset2*^−/−^ mice, 627 genes showed increased expression in two comparisons: *Rnaset2*^−/−^ versus wild-type Ly6C^low^ macrophages in the liver; and hepatic versus splenic Ly6C^low^ macrophages in *Rnaset2*^−/−^ mice (Fig. 5 A). 

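At an adjusted p below 0.1 in limma in both comparisons, 1558 genes were higher in hepatic Ly6C low macrophages from *Rnaset2*-/- mice than in those from wild-type mice and higher than in splenic Ly6C low macrophages from *Rnaset2*-/- mice. Of the 10283 genes tested in both, 2808 were higher against the wild-type liver and 2570 against the *Rnaset2*-/- spleen. Chance would give an overlap of 701.8 genes, and the odds ratio was 7.96. The *Rnaset2*-/- hepatic libraries are part of both comparisons, so the overlap is larger than for independent comparisons. A threshold of >1.5-fold with an adjusted p below 0.05 in both comparisons moved the overlap most, to 1110 genes, and a single fit of all 29 libraries gave 1906 genes. In the comparison between the organs, the single library with Y-linked reads in the *Rnaset2*-/- spleen stood against 3 such libraries in the *Rnaset2*-/- liver.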

Analyses of these 627 genes using the “Enrichr” search engine with the “All RNA-seq and ChIP-seq sample and signature search 4 (ARCHS4)” database suggested activation of transcription factors such as LXR and MafB (Fig. 5 B) (Kuleshov et al., 2016). 

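Enrichr and ARCHS4 were not run here. In their place, the genes drawn in Fig. 5 C as LXR targets were counted among the 1558 shared genes. Of the 17 LXR targets, 11 were among the shared genes. This list comes from the paper and was drawn from the same libraries, so the count is no independent test of LXR.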

The target genes of LXRα and MafB were more highly expressed in hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice compared with wild-type mice (Fig. 5 C). 

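All 17 LXR target genes of Fig. 5 C had higher means in hepatic Ly6C low macrophages from *Rnaset2*-/- mice, with log2 fold changes from 0.57 for *Fasn* to 6.98 for *Cd5l* and a mean of 2.27. The adjusted p in limma was below 0.05 for 15 of them over all genes tested and for 17 over the list alone. From the Enrichr analysis of the shared genes and the expression of these targets, the paper proposes that LXR is activated in hepatic Ly6C low macrophages from *Rnaset2*-/- mice. It also draws on LXRα and AIM protein by FACS and on the effects of an LXR antagonist and of antibiotics. Further evidence in the paper is an LXR reporter and LXRα translocation in a macrophage line.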

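*Nr1h3*, which encodes LXRα, lies on chromosome 2 from 91184061 to 91202834, and *Cd5l* on chromosome 3 from 87357881 to 87371073, in GRCm38 by a match of symbols with GENCODE vM21. *C1qb* lies on chromosome 4 from 136880129 to 136886187 and *Axl* on chromosome 7 from 25757273 to 25788705. In hepatic Ly6C low macrophages, *Nr1h3* was 796 ± 218 RPM (SD, n = 3) in *Rnaset2*-/- mice and 43.3 ± 7.08 RPM (SD, n = 3) in wild-type mice, a log2 fold change of 4.11 (standard error 0.228, adjusted p = 1.56e-05 from limma). *Cd5l* was 7290.0 ± 2132 RPM (SD, n = 3) against 54.8 ± 13.8 RPM (SD, n = 3) (standard error of the log2 fold change 0.261, adjusted p = 2.43e-06). *C1qb* was 4233 ± 264 RPM (SD, n = 3) against 628 ± 172 RPM (SD, n = 3), a log2 fold change of 2.75 (adjusted p = 0.000133). *Axl* was 316 ± 68.7 RPM (SD, n = 3) against 101 ± 11.0 RPM (SD, n = 3), a log2 fold change of 1.585 (adjusted p = 0.000531). In each of these 4 genes, every *Rnaset2*-/- library was above every wild-type library (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). In splenic Ly6C low macrophages, *Nr1h3*, *Cd5l* and *C1qb* were also higher in *Rnaset2*-/- mice, with log2 fold changes of 1.35, 2.53 and 1.94 (adjusted p = 0.00971, 0.0139 and 0.0481), and *Axl* was not (0.19, adjusted p = 0.685).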

For instance, LXRα target genes such as LXRα itself and AIM (encoded by *Cd5l*), as well as MafB target genes such as C1qb and Axl, were upregulated in Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice (Fig. S4, A and B) (Hamada et al., 2014; Rébé et al., 2009; Sato et al., 2018; Tran et al., 2017). AIM protein levels in the circulation and liver increased in a TLR13-dependent manner (Fig. 5, D and E). FACS analyses showed that expression levels of LXRα and AIM were more strongly upregulated in Ly6C^low^ macrophages from the liver than from the spleen (Fig. 5 F). Although AIM is a secretory protein, we detected AIM protein within macrophages by membrane-permeabilized staining. Additionally, MerTK and AXL were also TLR13-dependently increased in hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice (Fig. 5 G). AIM protein expression in hepatic Ly6C^low^ macrophages was decreased by administration of the LXRα antagonist GSK2033 (Fig. 5 H). Furthermore, antibiotic treatment significantly reduced serum levels of AIM and mean fluorescence intensity (MFI) values of LXRα, AIM, and Axl in Ly6C^low^ macrophages (Fig. 5, I and J). These results suggest that TLR13 activates LXR rather than inducing IL-10 production in hepatic Ly6C^low^ macrophages.

**Figure 5.**
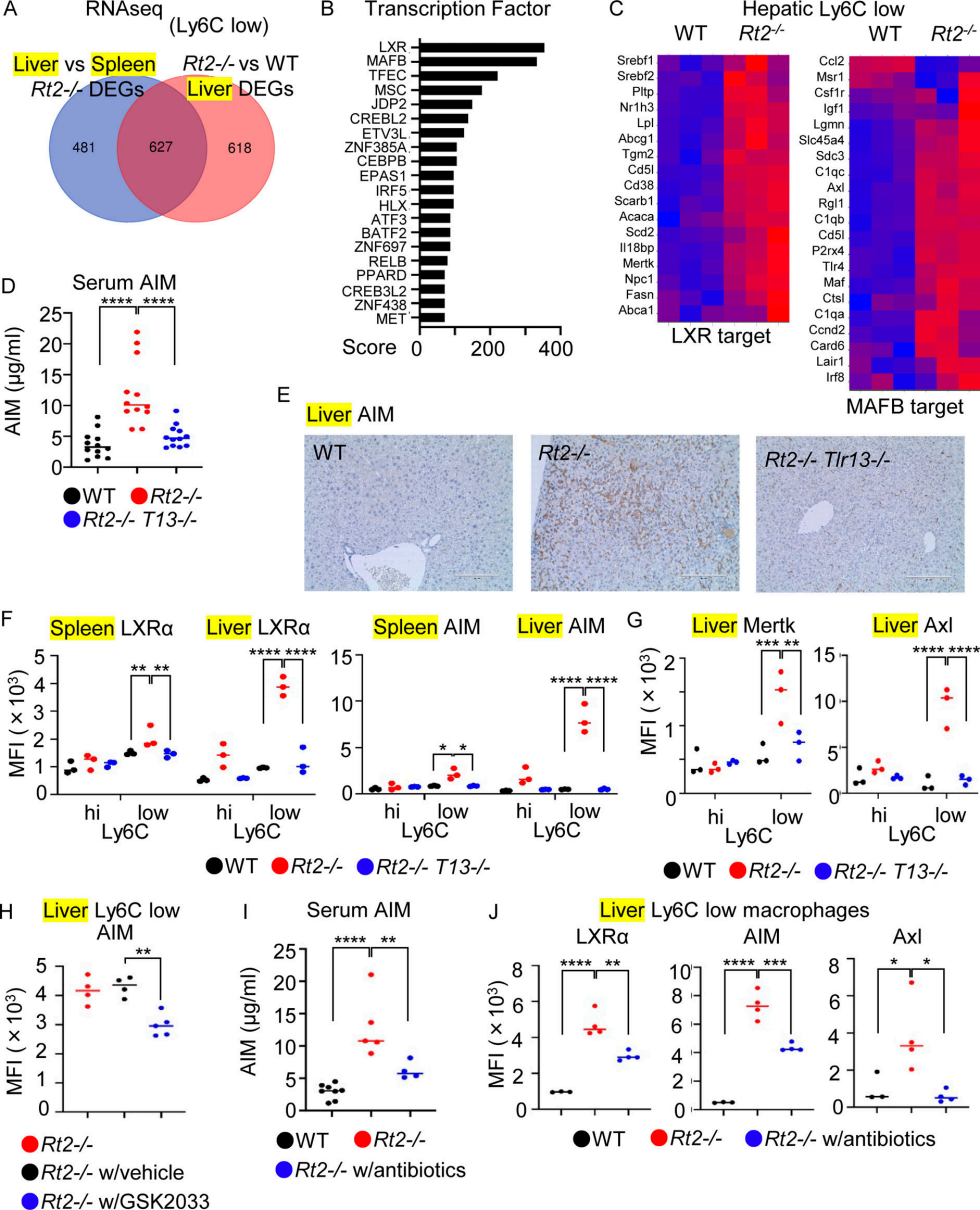
**LXRα activation in hepatic Ly6C** ^**low**^ **macrophages of *Rnaset2*** ^***−/−***^ **mice. (A)** Venn diagrams show the numbers of DEGs in the comparisons of hepatic versus splenic Ly6C^low^ macrophages from *Rt2*^*−/−*^ mice (blue) and of hepatic Ly6C^low^ macrophages from *Rt2*^*−/−*^ mice versus those from wild-type mice. **(B)** Enrichr analyses of the 627 DEGs identified by the above two comparisons (A). **(C)** Heatmaps showing expression of LXR and MAFB target genes in hepatic Ly6C^low^ macrophages from indicated mice. **(D)** Serum levels of AIM in indicated mice (*n* = 12). **(E)** Immunohistochemistry of AIM expression in the liver of indicated mice. Scale bar, 200 µm. **(F and G)** Dot plots show the MFI values of indicated proteins in splenic and hepatic Ly6C^low^ macrophages from indicated mice. **(H)** MFI values of AIM in hepatic Ly6C^low^ macrophages with or without treatment of LXR inhibitor GSK 2033 (*n* = 4–5). **(I and J)** Serum levels of AIM and MFI values of LXRα, AIM and Axl of hepatic Ly6C^low^ macrophages in indicated mice with or without antibiotics (*n* = 5–8 for I, *n* = 3–4 for J). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

**Figure S4.**
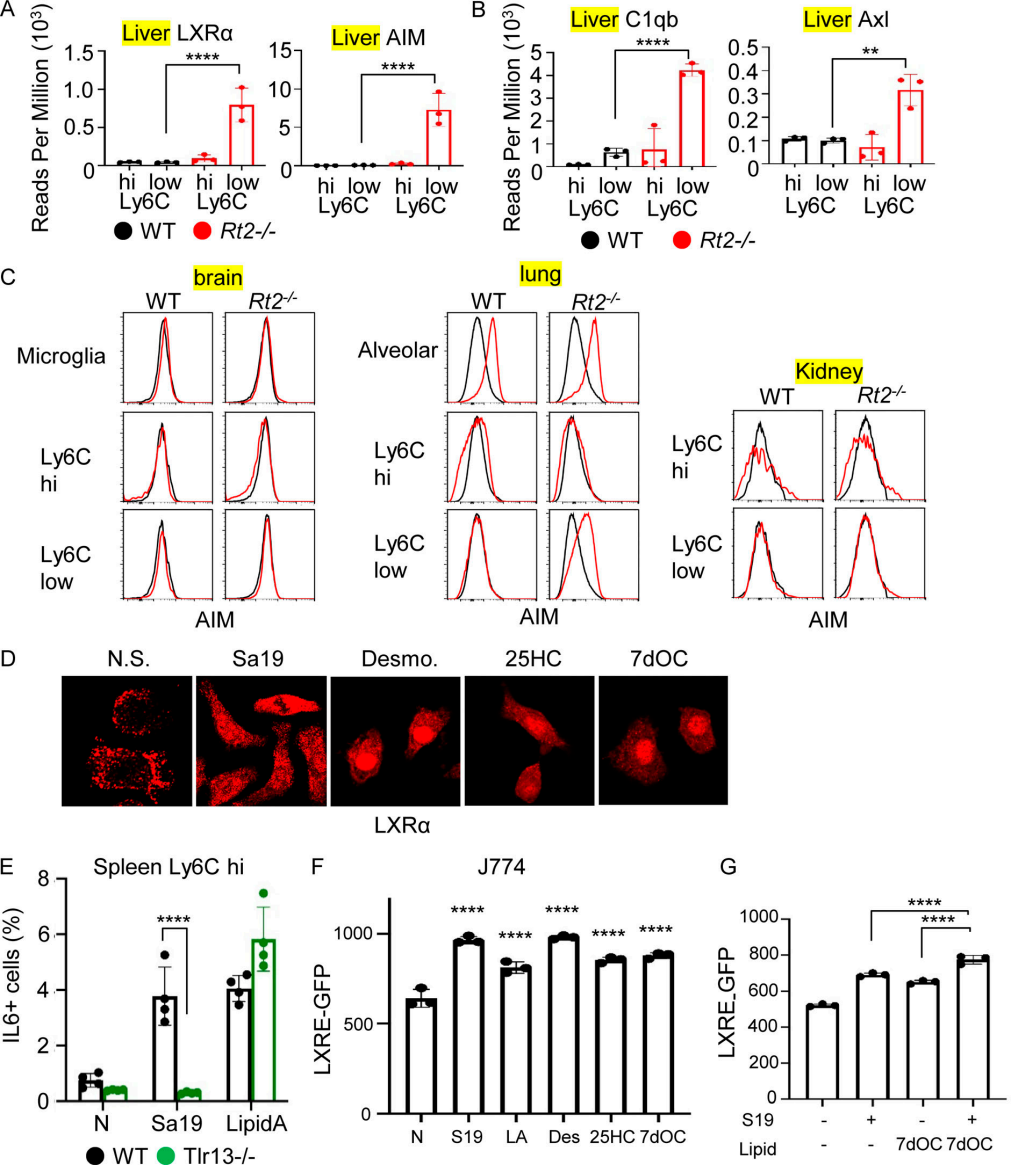
**TLR13 activates transcription factor LXRα in macrophages. (A and B)** Bars show reads per million (RPM) of LXRα, AIM (A), C1qb, and Axl (B) in Ly6C^hi^ and Ly6C^low^ macrophages from wild-type and *Rnaset2*^*−/−*^ mice. **(C)** Histograms show staining with anti-AIM (red) and isotype-matched antibodies (black) in macrophages from the brain, lung, and kidney. **(D)** Localization of LXR in J774 cells left unstimulated or stimulated with the TLR13 ligand (Sa19) or LXR ligands such as Desmosterol, 25HC, and 7dOC. **(E)** The percentages of IL-6^+^ cells in splenic Ly6C^hi^ macrophages from indicated mice after in vitro stimulation with the TLR13 ligand Sa19 (5 µg/ml) or the TLR4 ligand lipid A (1 µg/ml) together with Brefeldin A for 3 h. **(F and G)** MFI values of of GFP in LXRE-GFP-expressing J774 cells after stimulation with Sa19 (5 µg/ml), lipid A (1 µg/ml) and LXR agonists (10 µg/ml). **P < 0.01 and ****P < 0.0001.

To investigate LXR activation in macrophages of the brain, lung, and kidney in *Rnaset2*^−/−^ mice, we analyzed AIM expression using FACS analyses. We found that only lung Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice expressed AIM (Fig. S4 C).

To directly study TLR13-dependent LXR activation, we used the J774 macrophage line, which constitutively expressed LXRα (Fig. S4 D), similar to hepatic Ly6C^low^ macrophages in *Rnaset2*^−/−^ mice. J774 cells were transduced with an LXR response element-GFP reporter construct. The TLR13 ligand Sa19, which induced IL-6 production in splenic macrophages from wild-type mice but not *Tlr13*^−/−^ mice (Fig. S4 E), significantly increased LXR-dependent GFP expression to levels comparable with those induced by LXR ligands such as desmosterol, 25-hydroxycholesterol, and 7-dehydrocholesterol (Fig. S4 F). Sa19 also induced LXRα translocation into the nucleus, although translocation was weaker than that induced by LXR ligands (Fig S4 D). Another TLR ligand, lipid A, also increased GFP expression. Additionally, Sa19 enhanced LXR activation by the LXR ligand 7-dehydrocholesterol (Fig. S4 G), suggesting that Sa19 differentially activated LXR from 7dOC. These results suggest that TLR13 activates LXR in hepatic Ly6C^low^ macrophages in *Rnaset2*^−/−^ mice.

### Accumulation of moKCs in *Rnaset2*^−/−^ mice

LXR is a key transcription factor essential for the initiation and maintenance of KCs (Sakai et al., 2019). Additionally, LXR and MafB are activated in moKCs that replace KCs following their deletion (Sakai et al., 2019). Cluster analyses of hepatic macrophage transcriptomes revealed that hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice were more similar to wild-type KCs than to Ly6C^hi^ macrophages from *Rnaset2*^−/−^ mice, as well as to Ly6C^hi^ and Ly6C^low^ macrophages from wild-type mice (Fig. 6 A). 

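Similarity between hepatic libraries was measured as the Pearson correlation of log2(RPM + 1) across 13756 genes, where genes are not independent replicates. The 3 libraries of Ly6C low macrophages from *Rnaset2*-/- mice had a mean r of 0.874 with wild-type KCs (0.822 to 0.899 over 12 pairs of libraries) and of 0.886 with wild-type Ly6C low macrophages (0.861 to 0.905 over 9 pairs). Their mean r was 0.867 with wild-type Ly6C hi macrophages and 0.921 with Ly6C hi macrophages from *Rnaset2*-/- mice (0.9035 to 0.9539 over 9 pairs). The paper's methods print the same sorting gates for hepatic Ly6C low and Ly6C hi macrophages from *Rnaset2*-/- mice. Libraries of the same replicate number were correlated between these 2 *Rnaset2*-/- groups (mean r across genes 0.406, against -0.193 for the other pairs), and both groups have Y-linked reads and almost no *Xist*, while the KC libraries have *Xist* (647.232 to 948.835 RPM). Hepatocyte markers were lower in *Rnaset2*-/- Ly6C low macrophages than in KCs (mean log2 fold change -4.43, 0 of 13 higher). Markers of B and plasma (-2.75), liver endothelial (-2.16) and NK and T cells (-1.82) were lower too, and erythroid markers were higher (1.06). Whether RNA of other cells in the KC libraries lowers their r, or moves the gene comparisons with KCs, was not tested. The difference between the means for KCs and wild-type Ly6C low macrophages, of -0.012, was within the spread between libraries (exact permutation test of the labels, two-sided, p = 0.571). The 1000 genes of highest variance moved this difference most, to -0.047 (exact permutation test, two-sided, p = 0.229), and with Spearman correlation KCs ranked above wild-type Ly6C low macrophages, with 0.883 and 0.878. Wild-type Ly6C low macrophages had a mean r of 0.826 with KCs. In hierarchical clustering with distance 1 - r and Ward linkage, the 3 *Rnaset2*-/- Ly6C low libraries first joined the 3 *Rnaset2*-/- Ly6C hi libraries. When the tree was divided into 2 clusters, the 4 KC libraries fell together with the 3 Ly6C low and 3 Ly6C hi libraries from *Rnaset2*-/- mice and apart from the wild-type Ly6C hi and Ly6C low libraries. The smallest cluster that held all 4 KC libraries held no other library.

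**Figure D2:**
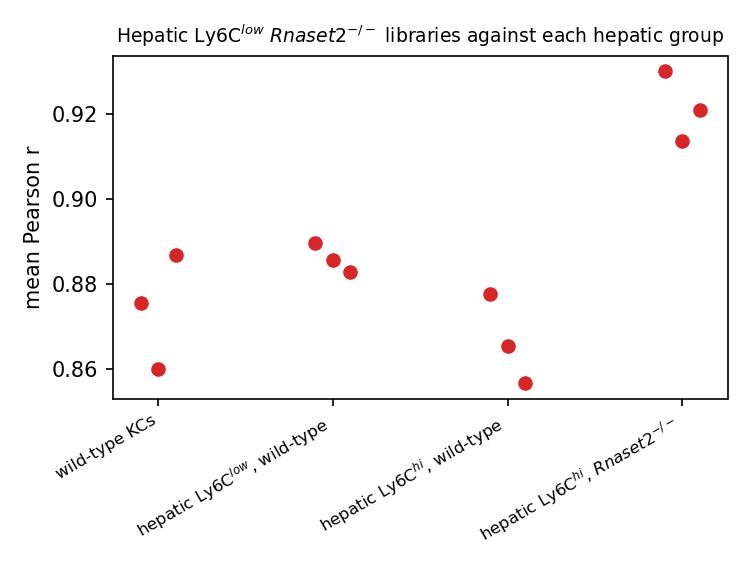
Mean Pearson r (y axis, which does not start at 0) of each of the 3 hepatic Ly6C low libraries from *Rnaset2*-/- mice (points) with the libraries of each of the other 4 hepatic groups (x axis). All 3 points are highest for Ly6C hi macrophages from *Rnaset2*-/- mice, at 0.914 to 0.930.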

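The mRNAs of *Nr1h3* (LXRα), *Rxra*, *Cd5l* (AIM), *Mertk*, *Axl*, *C1qb* and *Ccr2* were compared between wild-type KCs and hepatic Ly6C low macrophages. In KCs, *Nr1h3* was 247 ± 63.2 RPM (SD, n = 4) and *C1qb* 2782 ± 942 RPM (SD, n = 4), and both were higher in Ly6C low macrophages from *Rnaset2*-/- mice than in KCs (log2 fold changes 2.215 and 1.215, adjusted p = 0.000249 and 0.0202 from limma). *Rxra* was 879 ± 149 RPM (SD, n = 4) in KCs and 795 ± 109 RPM (SD, n = 3) in Ly6C low macrophages from *Rnaset2*-/- mice (log2 fold change 0.39, adjusted p = 0.19), with 144 ± 37.6 RPM (SD, n = 3) in wild-type Ly6C low macrophages. *Cd5l* was 6345 ± 2853 RPM (SD, n = 4) in KCs, where replicate 3 held 2098.346 RPM and the other 3 libraries at least 7316.683 RPM, and did not differ from *Rnaset2*-/- Ly6C low macrophages (log2 fold change 0.87, adjusted p = 0.195). *Mertk* was 300.0 ± 108 RPM (SD, n = 4) in KCs and 127 ± 64.5 RPM (SD, n = 3) in *Rnaset2*-/- Ly6C low macrophages. *Axl* was 498 ± 204.1 RPM (SD, n = 4) in KCs. Neither differed in the main fit (adjusted p = 0.159 and 0.981). *Ccr2* was 47.5 ± 12.4 RPM (SD, n = 4) in KCs, 19.4 ± 20.8 RPM (SD, n = 3) in *Rnaset2*-/- Ly6C low macrophages and 172 ± 41.6 RPM (SD, n = 3) in wild-type Ly6C low macrophages. Its log2 fold change between *Rnaset2*-/- Ly6C low macrophages and KCs was -1.20 (adjusted p = 0.0929). Compared with wild-type Ly6C low macrophages, KCs had log2 fold changes of 1.88 for *Nr1h3*, 2.03 for *Rxra*, 6.09 for *Cd5l*, 3.31 for *Mertk*, 1.58 for *Axl* and -2.43 for *Ccr2*, with adjusted p at most 0.00374. Libraries of the same replicate number were correlated between *Rnaset2*-/- Ly6C low macrophages and KCs (mean r across genes 0.184), and with the replicate number as a block *Mertk* and *Ccr2* were lower than in KCs (-0.63 and -1.36, adjusted p = 0.0433 and 0.0386) and the sign of *Axl* changed (0.15, adjusted p = 0.672). On RPM as deposited, the median log2 fold change of all genes between *Rnaset2*-/- Ly6C low macrophages and KCs was -0.557, against -0.0752 after scaling, and *C1qb* was no longer called (0.68, adjusted p = 0.111), *Rxra* changed sign (-0.14, adjusted p = 0.607), and *Mertk* and *Ccr2* were lower than in KCs (-1.26 and -1.70, adjusted p = 0.0255 and 0.0247). The call of *C1qb* against KCs was also lost without a filter on low values (adjusted p = 0.0879), in a single fit of all 29 libraries (adjusted p = 0.103) and without *Rnaset2*-/- replicate 2 of the Ly6C low macrophages (adjusted p = 0.0579). *Mertk* and *Ccr2* were each called lower than in KCs in 4 of 14 alternatives. For *Mertk* these included the fits without KC replicate 3 (-1.08, adjusted p = 0.0243) and without *Rnaset2*-/- replicate 1 (-1.07, adjusted p = 0.0497). For *Ccr2* they included the single fit (-1.31, adjusted p = 0.0173) and the fit without *Rnaset2*-/- replicate 1 (-1.98, adjusted p = 0.000755).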

For instance, mRNAs encoding LXRα, RXRα, AIM, Mertk, Axl, and C1qb were highly expressed, while CCR2 mRNA was poorly expressed in both wild-type KCs and hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice (Fig. 6, B and C). FACS analyses showed that a major population of Ly6C^low^ macrophages from wild-type mice expressed CX3CR1, but not Mertk or Axl, whereas a major population of Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice highly expressed Mertk and Axl but poorly expressed CX3CR1 (Fig. 6 D). 

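*Clec4f* lies on chromosome 6 from 83644542 to 83656187 and *Timd4*, which encodes Tim4, on chromosome 11 from 46810800 to 46844332 (GRCm38). *Clec4f* was 4197 ± 1709 RPM (SD, n = 4) in wild-type KCs and 44.7 ± 23.9 RPM (SD, n = 3) in hepatic Ly6C low macrophages from *Rnaset2*-/- mice, a log2 fold change of -6.05 (standard error 0.526, adjusted p = 6.11e-05 from limma). *Timd4* was 365 ± 133 RPM (SD, n = 4) in KCs, where replicate 3 was outlying at 165.999 RPM, and 30.0 ± 32.0 RPM (SD, n = 3) in Ly6C low macrophages from *Rnaset2*-/- mice, a log2 fold change of -3.45 (standard error 0.599, adjusted p = 0.00168). With the replicate number as a block, the log2 fold changes were -5.86 for *Clec4f* and -3.32 for *Timd4*. Both mRNAs were above the detection floor in all 3 libraries of Ly6C low macrophages from *Rnaset2*-/- mice. In wild-type Ly6C low macrophages, *Clec4f* was 8.09 ± 6.07 RPM (SD, n = 3) and *Timd4* 0.570 ± 0.326 RPM (SD, n = 3), and both were higher in *Rnaset2*-/- mice (log2 fold changes 2.31 and 3.801, adjusted p = 0.0108 and 0.00186), although *Clec4f* was not called without wild-type replicate 2 (adjusted p = 0.0505).

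**Figure D3:**
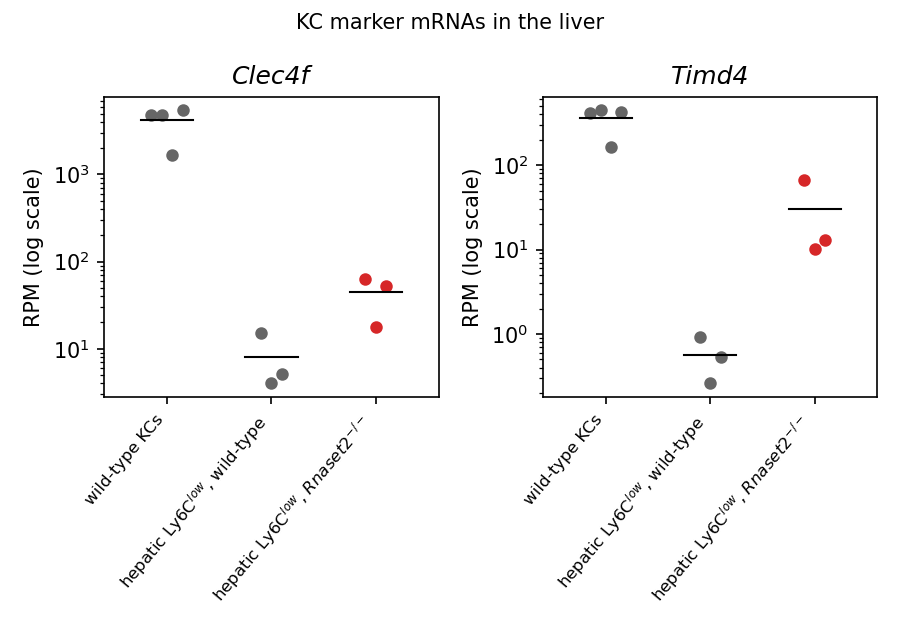
*Clec4f* and *Timd4* mRNA in RPM (y axis, log scale) in wild-type KCs and in hepatic Ly6C low macrophages of wild-type and *Rnaset2*-/- mice, where points are the 3 or 4 libraries of each group and lines their mean. The *Rnaset2*-/- libraries lie between the other groups, at 17.742 to 63.275 RPM of *Clec4f* and 10.039 to 66.816 RPM of *Timd4*.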

Despite these similarities to KCs, hepatic Ly6C^low^ macrophages from *Rnaset2*^−/−^ mice, like moKCs (Bonnardel et al., 2019; Sakai et al., 2019; Scott et al., 2016; Seidman et al., 2020), did not express the KC markers Tim4 and Clec4f (Fig. 6, E and F). Furthermore, *Rnaset2*^−/−^ BM cells transferred into irradiated wild-type mice gave rise to F4/80^+^ Tim4^−^ Ly6C^low^ macrophages as well as KCs (Fig. 6 G). These results suggest that TLR13 promotes the maturation of monocyte/macrophage into moKCs in *Rnaset2*^−/−^ mice.

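*Cx3cr1* mRNA was also lower in hepatic Ly6C low macrophages from *Rnaset2*-/- mice than in those from wild-type mice, at 20.1 ± 8.76 RPM (SD, n = 3) against 86.1 ± 18 RPM (SD, n = 3) (log2 fold change -2.15, adjusted p = 0.000804 from limma). From the similarity of these macrophages to KCs, their lack of Tim4 and Clec4f and the transfer of BM cells, the paper proposes that TLR13 promotes maturation into moKCs in *Rnaset2*-/- mice.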

**Figure 6.**
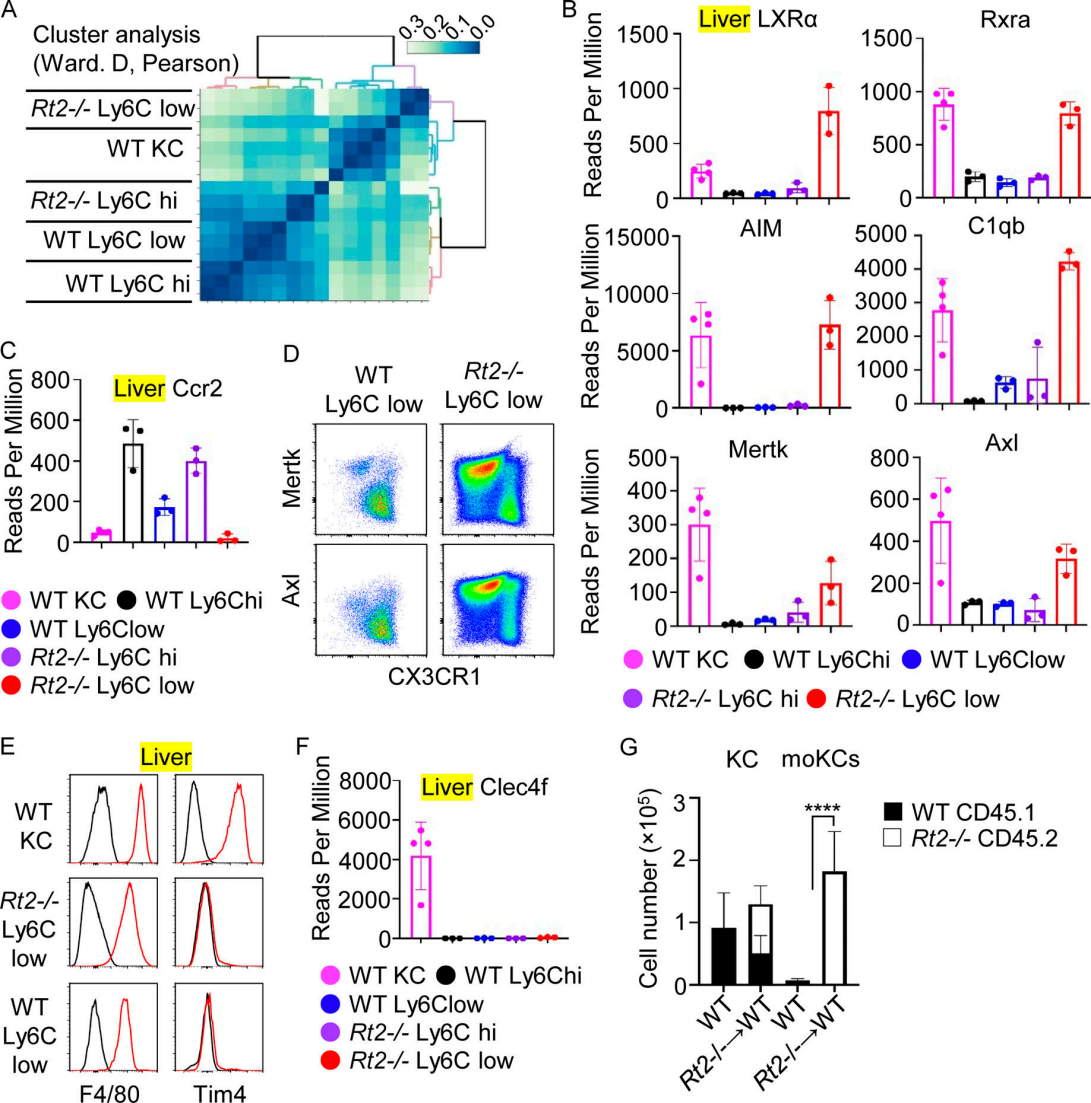
**Hepatic Ly6C** ^**low**^ **macrophages in *Rnaset2*** ^**−/−**^ **mice are moKCs. (A)** Cluster analyses of the genes expressed in Ly6C^hi^ and Ly6C^low^ macrophages from wild-type and *Rnaset2*^−/−^ mice (*n* = 3–4). **(B, C, and F)** Bars show reads per million (RPM) of indicated genes in indicated macrophages (*n* = 3–4). **(D)** Dot plots show expression of MerTK, Axl, and CX3CR1 in hepatic Ly6C^low^ macrophages from wild-type and *Rnaset2*^−/−^ mice. **(E)** Red and black histograms show staining with antibodies to indicated molecules and isotype-matched control, respectively. **(G)** The numbers of KCs and moKCs in wild-type mice and those that were irradiated and received BM cells from *Rnaset2*^−/−^ mice. Closed and open bars show the numbers of macrophages from wild-type (CD45.1) and *Rnaset2*^−/−^ mice (CD45.2). ****P < 0.0001.

### moKCs in *Rnaset2*^−/−^ mice are tissue-protective

Given that KCs have protective roles against APAP-induced liver injury (Ju et al., 2002), we hypothesized that moKCs accumulated in *Rnaset2*^−/−^ mice also play protective roles in the liver. To test this, *Rnaset2*^−/−^ and wild-type mice were intraperitoneally administered with APAP at a dose of 750 mg/kg. Approximately, 70% of wild-type mice died within 24 h after APAP administration (Fig. 7 A), whereas all *Rnaset2*^−/−^ mice survived the APAP challenge. *Rnaset2*^−/−^*Tlr13*^−/−^ and *Tlr13*^−/−^ mice were as sensitive to the APAP challenge as wild-type mice (Fig. 7, A and B; and Fig. S5 A). APAP causes initial hepatocyte damage, which results in the release of danger signals, macrophage-mediated inflammatory responses, leading to acute liver injury (Imaeda et al., 2009). Hepatocytes from *Rnaset2*^−/−^ mice were as sensitive to the toxic effects of APAP as wild-type hepatocytes in in vitro culture (Fig. S5 B), and elevation of serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) at 6 h after the APAP challenge were observed in both wild-type and *Rnaset2*^−/−^ mice (Fig. 7, C and D), suggesting that initial hepatocyte damage occurred in *Rnaset2*^−/−^ mice. However, the serum levels of AST and ALT at 24 h after the APAP challenge were still elevated in wild-type mice but not in *Rnaset2*^−/−^ mice. Additionally, neutrophil infiltration into the liver and elevation of serum levels of cytokines such as the neutrophil-attracting chemokine CXCL2 and IL-6 were observed only in wild-type mice (Fig. 7, E–G), suggesting that macrophages could not respond to danger signals from damaged hepatocytes. Given that TLR4 and TLR9 are implicated in APAP-triggered liver injuries (Arai et al., 2016; Maehara et al., 2021), we examined the responses of these TLRs in hepatic macrophages (Fig. 7 H and Fig. S5 C). In wild-type mice, both Ly6C^hi^ and Ly6C^low^ macrophages produced TNF-α in response to lipid A or CpG-B, whereas KCs produced much lower levels of TNF-α. In *Rnaset2*^−/−^ mice, TNF-α production in Ly6C^low^ macrophages (moKCs) was reduced to the levels observed in KCs. Since moKCs predominantly accumulated in the liver of *Rnaset2*^−/−^ mice (Fig. 4 B), impaired inflammatory responses in the liver can be attributed to the impaired TLR responses of moKCs. LXR was activated in wild-type KCs and *Rnaset2*^−/−^ moKCs but not in *Rnaset2*^−/−^ Ly6C^hi^ macrophages (Fig. 5 F), indicating a positive correlation between LXR activation and impaired TLR responses. Consistent with this, the LXR agonist inhibited lipid A–dependent TNFα production by hepatic Ly6C^low^ macrophages from wild-type mice (Fig. 7 I). These results suggest that *Rnaset2*^−/−^ mice survived the APAP challenge in part due to impaired inflammatory responses in moKCs.

**Figure 7.**
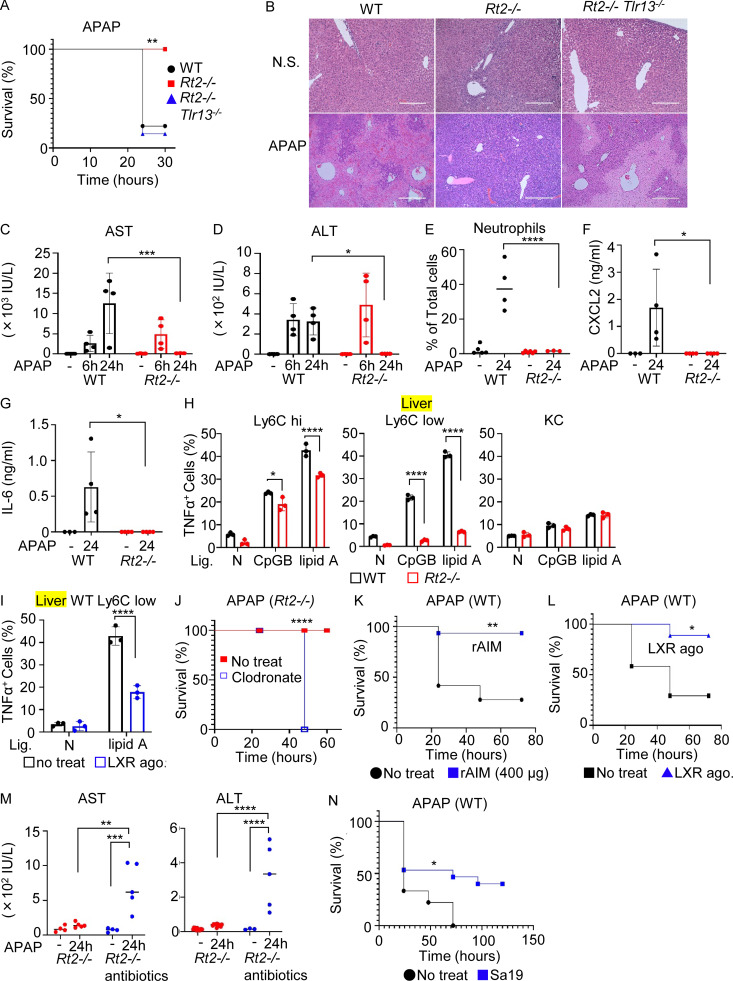
***Rnaset2*** ^**−/−**^ **mice are resistant to acute liver injuries. (A)** Survival curve of indicated mice with APAP challenge at 750 mg/kg (*n* = 11–15). **(B)** H&E staining of the liver of indicated mice 24 h after APAP challenge at 500 mg/kg. Scale bar, 400 µm. **(C, D, F, and G)** Dot plots show serum levels of AST (C), ALT (D), CXCL2 (F), and IL-6 (G) in indicated mice at 6 and 24 h after APAP challenge at 500 mg/kg (*n* = 4–6). **(E)** Dot plots show the percentages of neutrophils that infiltrated the liver in indicated mice 24 h after APAP challenge at 500 mg/kg (*n* = 4). **(H)** Percentage of TNF-α^+^ cells in indicated hepatic macrophage subsets from wild-type and *Rt2*^*−/−*^ mice after in vitro culture with the TLR9 ligand CpG-B (200 nM) or the TLR4/MD-2 ligand lipid A (1 µg/ml) together with Brefeldin A for 3 h (*n* = 3). **(I)** Percentage of TNFα^+^ cells in hepatic Ly6C^low^ macrophages in wild-type mice after in vitro culture with lipid A (1 µg/ml) and Brefeldin A for 3 h, with or without LXR agonist (*n* = 3). **(J)** Survival curve of *Rt2*^*−/−*^ mice challenged with APAP at 750 mg/kg. Indicated mice had been intravenously administered with clodronate at 25 mg/kg 24 h before APAP challenge (*n* > 4). **(K)** Survival curve of wild-type mice left untreated or administered twice with recombinant AIM (400 µg) before APAP challenge (*n* = 10–15). **(L)** Survival curve of wild-type mice left untreated or administered twice with LXR agonist before APAP challenge (*n* = 5–10). **(M)** Serum levels of AST and ALT in *Rt2*^*−/−*^ mice with or without antibiotic treatment (*n* = 5). **(N)** Survival curve of wild-type mice left untreated or administered twice with the TLR13 ligand Sa19 before APAP challenge (*n* = 5–8). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

**Figure S5.**
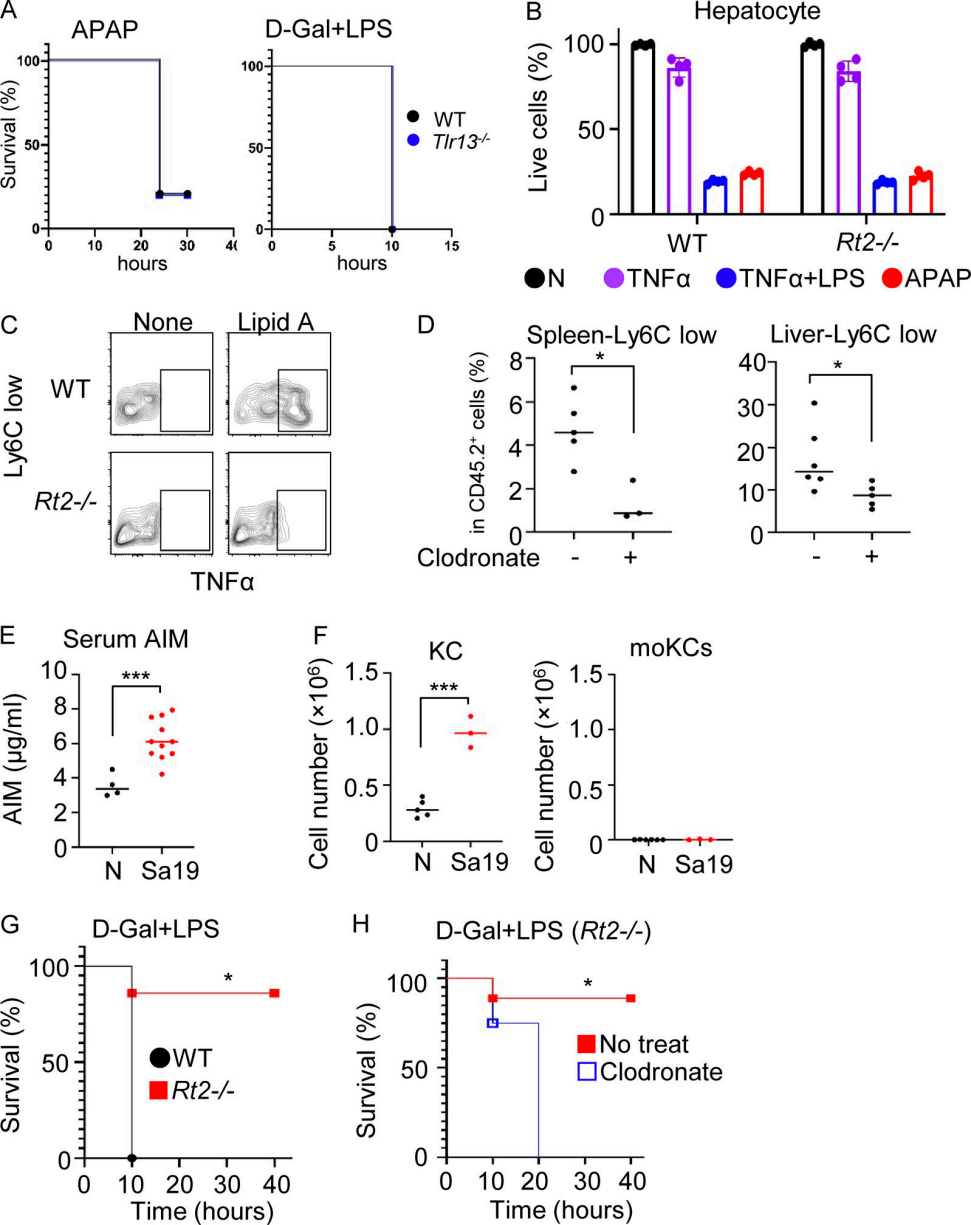
**TLR13 protects against acute liver damage. (A)** Survival curve of indicated mice after APAP challenge at 750 mg/kg or intraperitoneal administration of LPS and D-Gal at 100 ng/mouse and 12.5 mg/mouse, respectively (*n* = 5–10). **(B)** The percentage of live hepatocytes from wild-type and *Rnaset2*^−/−^ mice after stimulation with TNF-α, TNF-α + LPS, or APAP. **(C)** Representative contour plot showing TNF-α^+^ cells in hepatic Ly6C^low^ macrophages from wild-type and *Rnaset2*^*−/−*^ mice after in vitro stimulation with the TLR4 ligand lipid A (1 µg/ml) and Brefeldin A for 3 h. **(D)** Dot plots show the percentage of splenic and hepatic Ly6C^low^ macrophages in wild-type mice treated with clodronate (25 mg/mice) at 16 h prior to analysis (*n* = 4–6). **(E)** Serum levels of AIM in wild-type mice with or without Sa19 administration (*n* = 4–11). **(F)** The numbers of KCs and moKCs in the liver of wild-type mice with and without Sa19 administration. **(G and H)** Survival curve of mice after intraperitoneal administration of LPS and D-Gal at 100 ng/mouse and 12.5 mg/mouse, respectively. Indicated mice intravenously received clodronate at 25 mg/kg 24 h before administration of LPS and D-Gal (*n* = 5–10). *P < 0.05 and ***P < 0.001.

In addition to impaired inflammatory responses, we suspected that moKCs play a protective role against the APAP challenge because macrophage depletion using clodronate rendered *Rnaset2*^−/−^ mice susceptible to the APAP challenge (Fig. 7 J and Fig. S5 D). 

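*Mertk* rose in hepatic Ly6C low macrophages of *Rnaset2*-/- mice from 18.2 ± 3.37 RPM (SD, n = 3) in wild-type mice, a log2 fold change of 2.59 (standard error 0.346, adjusted p = 0.000696 from limma), with all 3 *Rnaset2*-/- libraries above all 3 wild-type libraries. Within *Rnaset2*-/- mice, hepatic Ly6C low macrophages had more *Mertk* and *Axl* mRNA than splenic Ly6C low macrophages, by 3.42 and 3.66 on the log2 scale (adjusted p = 0.0016 and 0.000133).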

Upregulated genes in moKCs included tissue clearance genes such as AXL and MerTK, both of which play protective roles against acute liver injuries (Ishida et al., 2006; Triantafyllou et al., 2018). In addition, we suspected the protective role of the LXR target gene AIM because it protects against tissue injuries in the kidney and brain by promoting the clearance of danger signals (Akashi-Takamura et al., 2006; Leist et al., 1995). Administration of AIM to wild-type mice before the APAP challenge provided protection against acute liver injury, similar to the effect of the LXR agonist (Fig. 7, K and L). These results suggest that tissue clearance genes upregulated in moKCs, such as AXL, MerTK, and AIM, protected against the APAP challenge (Zagórska et al., 2020).

We next investigated the role of microbiota-derived rRNAs in the protection. Antibiotics treatment rendered *Rnaset2*^−/−^ mice sensitive to the APAP challenge, as indicated by the increased levels of serum AST and ALT (Fig. 7 M). Additionally, administering the TLR13 ligand Sa19 to wild-type mice significantly enhanced their resistance to the APAP challenge (Fig. 7 N). These results suggest that microbiota-derived rRNAs confer protection against acute liver injury. Sa19 administration increased serum levels of AIM and the numbers of KCs but not moKCs (Fig. S5, E and F). The maturation of moKCs depends on the liver niche (Bonnardel et al., 2019; Sakai et al., 2019), but that is occupied by KCs in wild-type mice. Sa19-mediated increases in KCs indicate that TLR13-dependent increases in KCs/moKCs area dependent on the liver niche.

Lastly, we examined responses to LPS and D-Gal, which cause acute liver failure through TNF-α-dependent hepatocyte apoptosis (Akashi-Takamura et al., 2006; Leist et al., 1995). All wild-type and *Tlr13*^−/−^ mice died within 20 h after the LPS/D-Gal challenge, whereas over 80% of *Rnaset2*^−/−^ mice survived (Fig. S5, A and G). Hepatocytes from *Rnaset2*^−/−^ mice were as sensitive to the toxicity of TNF-α and LPS as those from wild-type mice (Fig. S5 B). Similar to the APAP challenge, macrophage depletion by clodronate rendered *Rnaset2*^−/−^ mice susceptible to the LPS/D-Gal challenge (Fig. S5 H). These results suggest that moKCs protected *Rnaset2*^−/−^ mice against acute liver injuries by impairing innate immune responses and upregulating the expression of tissue clearance genes such as AXL, MerTK, and AIM.

## Discussion

We here show that RNase T2 deficiency initiates macrophage TLR13 responses to microbiota-derived rRNAs, leading to macrophage accumulation in the spleen and liver. Taken together with the report by Gomez-Diaz et al. (2025), *Rnaset2*^−/−^ mice have revealed that RNase T2 negatively regulates TLR13 responses by degrading its ligand, bacterial rRNAs.

Constitutive TLR13 activation caused macrophage accumulation by promoting macrophage replenishment. While the roles of the TLR family of receptors in initiating defense responses through the production of proinflammatory cytokines and type I IFNs are well-documented (Kaisho and Akira, 2006; Miyake et al., 2018), the involvement of TLRs in macrophage replenishment remains less well understood. Macrophages residing in peripheral organs are classified into two types: moMAs and tissue-resident macrophages (Ginhoux and Guilliams, 2016). During infections, TLR ligands enhance monocyte production in the BM and spleen through myeloid-biased and extramedullary hematopoiesis, a process known as emergency myelopoiesis (Burberry et al., 2014; Chavakis et al., 2019; Nagai et al., 2006; Ueda et al., 2005). This mechanism replenishes the moMA pool in peripheral organs to bolster defense responses. Increases in monocyte progenitors in the spleen of *Rnaset2*^−/−^ mice indicate that lysosomal ssRNAs activate emergency myelopoiesis, thereby expanding the macrophage pools of the spleen and liver.

Splenic macrophages, increased by emergency myelopoiesis, continued to be activated by TLR13, leading to their proliferation and subsequent production of IL-10 but not proinflammatory cytokines. Tissue macrophages that produce IL-10 upon TLR ligand stimulation have been reported in other organs such as the intestine (Sakai et al., 2019; Scott et al., 2016), where they play immunoregulatory roles. Intestinal macrophages produce IL-10 in a manner dependent on commensal microbiota (Shibata et al., 2023). TLR13 response to bacterial rRNAs may contribute to the replenishment of IL-10–producing macrophages in the intestine as well as in the spleen. As IL-10 is an anti-inflammatory, tissue-protective cytokine (Saraiva et al., 2020), IL-10–producing macrophages in the spleen might contribute to protection against tissue damage in the spleen.

In the liver, TLR13 drove the proliferation of Ly6C^hi^ macrophages and their differentiation into moKCs instead of IL-10–producing macrophages. A comparison of splenic and moKCs revealed stronger LXR activation in moKCs. This difference might be ascribed to LXR agonists, which are steadily produced by hepatocytes to initiate and maintain KCs and moKCs (Sakai et al., 2019). In wild-type mice, Sa19 administration increased KCs, not moKCs, likely because KCs already occupied the liver niche and consumed LXR agonists. In *Rnaset2*^−/−^ mice, monocyte-derived hepatic macrophages likely occupy the niche shortly after birth when the niches are still open to circulating monocytes (Scott et al., 2016). Despite the lack of liver niche signals, TLR13 in splenic Ly6C^low^ macrophages were able to induce expression of LXR target genes such as LXRα and AIM, albeit much weaker than in the liver. Additionally, the TLR13 ligand Sa19 activated LXR in the J774 macrophage line. These results suggest that TLR13-dependent LXR activation works in concert with the hepatic niche signals to induce monocyte/macrophage maturation into moKCs.

LXR activation in accumulated moKCs contributed to protection against acute liver injury by inhibiting inflammatory responses while promoting the expression of tissue clearance genes such as AIM, MerTK, and Axl. AIM-expressing macrophages accumulated also in the lung of *Rnaset2*^−/−^ mice, suggesting that accumulated lung Ly6C^low^ macrophages also have a role in tissue clearance. A lung-specific signal, like LXR ligands in the liver, might work together with TLR13 to drive monocyte/macrophage maturation into LXR-activated macrophages. These results suggest that tissue-specific signals from the niches impact the maturation of moMAs.

Bacterial 23S rRNAs were detected in the vasculature of wild-type and *Rnaset2*^−/−^ mice, indicating that bacterial rRNAs steadily enter into the circulation from the gut. This may not be surprising because the majority of small RNAs on human plasma lipoproteins are derived from bacterial sources, specifically rRNA-derived small RNAs (Allen et al., 2018). KCs and other tissue macrophages continuously degrade bacterial rRNAs by RNase T2. In the assay system using Ba/F3 cells, RNase T2 deficiency enhanced TLR13 responses to ssRNAs of varying length from 19 nt to 3 kb, demonstrating that, like TLR3 (Liu et al., 2021), TLR13 is negatively regulated by RNase T2. Despite the accumulation of ssRNA in lysosomes, TLR7 deficiency did not ameliorate splenomegaly and hepatomegaly in *Rnaset2*^−/−^ mice, likely because TLR7 responses are impaired in *Rnaset2*^−/−^ mice (Greulich et al., 2019; Liu et al., 2021). In wild-type mice, both TLR13 and TLR7 would respond to bacterial 23S rRNAs. Given that hepatomegaly did not develop in *Slc29a3*^−/−^ mice (Shibata et al., 2023), it is possible that TLR7 responses in hepatic macrophages differ from TLR13 responses. In humans, TLR7 and TLR8, instead of TLR7 and TLR13, respond to ssRNAs. Because macrophage TLR8 responds to LDL-derived microbial RNAs (Allen et al., 2022), TLR8 might promote the replenishment of KC in humans.

Production of autoantibodies to RNA-associated autoantigens was triggered in *Rnaset2*^−/−^ mice. As B and T cells do not express TLR13, cDCs and macrophages are likely to drive autoantibody production through the activation of T and B cells. A gut pathobiont, *Enterococcus gallinarum*, translocates to the liver and triggers autoimmune responses in humans and mice (Manfredo Vieira et al., 2018). TLR8 and TLR13 in hepatic DCs and macrophages might promote the presentation of RNA-associated autoantigens to T cells in the liver in humans and mice, respectively.

Although our *Rnaset2*^−/−^ mice were consistent with the previous report in the phenotypes such as splenomegaly, hepatomegaly, macrocytic anemia, thrombocytopenia, and production of autoantibodies to RNA-associated antigens, some phenotypes reported previously were not observed in our *Rnaset2*^−/−^ mice. *Rnaset2*^−/−^ mice in the previous report died earlier than wild-type mice but our *Rnaset2*^−/−^ mice did not show premature death even at 50 wk of age. Although T cells were increased in the liver of our *Rnaset2*^−/−^ mice, serum levels of AST and ALT did not increase, demonstrating that hepatocytes were not damaged at the unperturbed state. The lack of these pathologies might be explained by the lack of increases in expressions of mRNAs for type I IFN and ISGs in splenic and hepatic macrophages of our *Rnaset2*^−/−^ mice. It may be important to additionally study expressions of type I IFNs and ISGs in other organs such as the brain. Because TLR13 responded to microbiota-derived bacterial 23S rRNA, microbiota might be distinct between *Rnaset2*^−/−^ mice in the previous report and this study. Alternatively, TLR13-independent innate immune responses are strongly activated in *Rnaset2*^−/−^ mice of the previous report. Activation of cytoplasmic RNA sensors such as RIG-I and MDA-5 might cause type I IFN-dependent pathologies in *Rnaset2*^−/−^ mice.

In conclusion, we here show that TLR13 responses to bacterial 23S rRNAs activate monocyte progenitors to trigger emergency myelopoiesis, and macrophages to proliferate and mature into anti-inflammatory and tissue clearance macrophages such as IL-10–producing macrophages and moKCs in the spleen and liver, respectively. ssRNAs might serve as an environmental cue to promote tissue clearance through the replenishment of macrophages in mice.

## Materials and methods

### Mice

C57BL/6 mice (sex: male and female; weight: 14–20 g) were purchased from Japan SLC, Inc. *Rnaset2a*^−/−^*Rnaset2b*^−/−^ and *Unc93b1*^−/−^ mice were previously described (Fukui et al., 2018; Liu et al., 2021). In this manuscript, we refer to *Rnaset2a*^−/−^*Rnaset2b*^−/−^ mice as *Rnaset2*^−/−^ mice for simplicity. C57BL/6 *Tlr3*^−/−^ and *Tlr7*^−/−^ mice were kindly provided by Professor Shizuo Akira (Osaka University, Osaka, Japan) and have been previously described (Hemmi et al., 2002; Yamamoto et al., 2003). All the animals were housed in specific pathogen–free facilities at the Institute of Medical Science, University of Tokyo (IMSUT). All animal experiments were approved by the Institutional Animal Care and Use Committee of the IMSUT (#PA17-84, #PA22-43).

### Generation of *Tlr13*^−/−^ mice

CMTI-2 (Bruce4) Embryonic Stem (ES) cells were transfected with the vectors targeting the *Tlr13* locus (Fig. S2 A), and clones resistant to G418 and ganciclovir were screened for homologous recombination using PCR and confirmed using Southern blot analysis. Targeted ES clones were injected into BALB/c-derived blastocysts to generate chimeric mice, which were mated to obtain *Tlr13*^−/−^ mice. *Tlr13*^−/−^ mice were typed by PCR using primers (Primer#1: 5′-TCG​GAA​ACC​TAC​CCA​AGT​TAG​AGA​CAC-3′, Primer#2: 5′-TAA​CTC​CTG​CAA​ACT​ACC​CAA​TCC​TTG-3′, Primer#3: 5′-ATC​GCC​TTC​TAT​CGC​CTT​CTT​GAC​GAG-3′).

### Generation of anti-mouse Tlr13 mAb

To establish an anti-mouse TLR13 mAb, *Tlr13*^−/−^ mice were immunized several times with Ba/F3 cells expressing HA tag-conjugated mouse TLR13 and CFP-conjugated UNC93B1. 5 days after the final immunization, splenic cells were fused with Sp2/o-Ag myeloma cells using polyethylene glycol (PEG1500; Roche). After hypoxanthine–aminopterin–thymidine (HAT supplement; Gibco) selection, a hybridoma producing anti-mouse TLR13 mAb was selected by staining of Ba/F3 cells expressing mTLR13-HA and parental Ba/F3 cells. Finally, the M13E7 clone (anti-mouse TLR13, mouse IgG1/κ) was established by limiting dilution. Biotinylated and PE-conjugated mAb were prepared using Biotin Labeling Kit NH_2_ and R-Phycoerythrin Labeling Kit (Dojindo), respectively.

### Reagents

The LXR agonist T0901317 and LXR antagonist GSK2033 were purchased from Selleck Chemicals, clodronate from Funakoshi, and APAP from TCI Chemicals. The EdU used in the in vitro proliferation assay was purchased from Tokyo Chemical Industry Co. Lipid A purified from *Salmonella minnesota* (Re-595) and lipopolysaccharide (LPS) from *Escherichia coli* (O55:B5) were purchased from Sigma-Aldrich (Merck). Pam3CSK4, poly(I:C), and R848 were purchased from InvivoGen. Sa19 (19mer, GsGsAsCsGsGsAsAsAsGsAsCsCsCsCsGsUsGsG) and CpGB ODN1668 (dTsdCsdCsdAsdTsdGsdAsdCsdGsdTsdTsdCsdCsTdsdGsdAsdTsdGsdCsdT), in which “s” depicts a phosphorothioate linkage, were synthesized by FASMAC. Recombinant AIM preparation has been described previously (Maehara et al., 2021). Lipofectamine 2000 was purchased from Invitrogen (Thermo Fisher Scientific) and DOTAP from Sigma-Aldrich.

### Antibodies

Rat anti-mouse TLR1 monoclonal antibody (mAb) (TR23), rat anti-mouse TLR2 mAb (CB225), mouse anti-mouse TLR5 mAb (ACT5), mouse anti-mouse TLR6 mAb (C1N2), mouse anti-mouse TLR3 mAb (PaT3), mouse anti-mouse TLR7 mAb (A94B10), and mouse anti-mouse TLR9 mAb (J15A7) were established in our laboratory. Phycoerythrin (PE)-conjugated mouse anti-TLR3 mAb (PaT3), PE-conjugated mouse anti-TLR7 mAb (A94B10), and PE-conjugated mouse anti-TLR9 mAb (J15A7) were purchased from BD Biosciences. Biotinylated mAbs were prepared using Biotin-XX (Thermo Fisher Scientific). Biotinylated mouse anti-mouse TLR4 mAb (UT49) was provided by Dr. Hiroki Tsukamoto (International University of Health and Wefare, Fukuoka, Japan). PE rat IgG2a isotype control antibody and PE mouse IgG2b-d κ isotype control antibody were purchased from BioLegend, and PE mouse IgG1-κ isotype control antibody from BD Biosciences. Monoclonal anti-mouse CD11b (clone M1/70), CX3CR1 (clone SA011F11), F4/80 (clone BM8), NK1.1 (clone PK136), CD16.2 (clone 9E9), CD3ε (clone 145-2c11), CD19 (clone 6D5), CD11c (clone N418), CD317 (clone 927), CD45.2 (clone 104), CD8 (clone 53-6.7), Ki67 (clone 16A8), Tim4 (clone F31-5G3), CD34 (clone HM34), CD16/32 (clone 93), CD135 (clone A2/F10), and Sca-1 (clone D7) antibodies were purchased from BioLegend.

Monoclonal anti-mouse CD49b (clone Hmα2), IA/IE (clone M5/114.15.2), Ly6C (clone HK1.4), and Ly6G (clone 1A8) CD115 (clone T38-320), CD117(clone2B8), TER-119 (clone TER-119) antibodies were purchased from BD Biosciences. Monoclonal anti-mouse CD4 (clone RM4-5) antibody was purchased from Invitrogen and monoclonal anti-mouse Axl antibody (clone 175128) from R&D Systems. Polyclonal anti-mouse LXRα antibody (#ab3585) was purchased from Abcam. The rabbit anti-mouse AIM antibody (clone rab1) was provided by Dr. Miyazaki (Tokyo, Japan). The LEGENDScreen Mouse PE Kit was purchased from BioLegend.

### Cell preparation

Blood cells were obtained from mice, using a microtube with EDTA (Erma Inc.). Spleens were minced using glass slides and pipetted several times to disperse the cells in RPMI 1640 medium. The suspended samples were teased using nylon mesh to remove tissue debris. Livers were minced and processed using a gentle MACS Octo Dissociator with Heaters (Miltenyi Biotec). Supernatants were filtered using MACS SmartStrainer (pore size: 100 µM; Miltenyi Biotec) and centrifuged at 300 × *g* for 10 min. The pellet was resuspended in Debris Removal Solution (Miltenyi Biotec) and centrifuged at 3,000 × *g* for 10 min. All cell pellet was resuspended in RBC lysis buffer (BioLegend).

### Flow cytometry

Cell surface staining for flow cytometric analysis was performed using fluorescence-activated cell sorting (FACS) staining buffer (1× phosphate-buffered saline [PBS] with 2.5% fetal bovine serum and 0.1% NaN_3_). The prepared cell samples were incubated for 10 min with an unconjugated anti-mouse CD16/32 blocking mAb (clone 95) to prevent nonspecific staining in the staining buffer. The cell samples were then stained with fluorescein-conjugated monoclonal antibodies for 20 min on ice. Stained cells were fixed with BD Cytofix Fixation Buffer (BD Biosciences) for 20 min at 4°C and washed with the staining buffer. For intracellular staining of TLR3, 7, and 9, fixed cells were permeabilized using BD Perm/Wash buffer (BD Biosciences) and incubated with anti-TLR antibody or isotype control IgG1 for 30 min at 4°C. For intracellular staining of mouse IL-6 and TNF-α in cells from spleen and liver stimulated with various ligands in the presence of Brefeldin A (10 µg/ml), cell surface stained cells were fixed and permeabilized using BD Perm/Wash buffer and incubated with anti-mouse IL-6 mAb (clone MP5-20F3; BioLegend) or anti-mouse TNF-α mAb (clone MP6-XT22; BioLegend) antibody or isotype control IgG for 1 h at 4°C. For intracellular staining of AIM, cell-surface stained cells were fixed and permeabilized using True-Nuclear Transcription Factor Buffer Set (BioLegend), incubated with anti-AIM antibody for 30 min at 4°C, and washed with True-Nuclear Perm Buffer. The stained cells were incubated with PE-conjugated anti-rabbit IgG for 30 min at 4°C and washed with True-Nuclear Perm Buffer. The stained cells were analyzed using an ID7000 spectral cell analyzer (Sony Biotechnology). All data were analyzed using FlowJo software (BD Biosciences).

### Phosphorylation of signaling molecules was detected by flow cytometry

Cell surface stained cells were fixed with Cyto-Fast Fix/Perm buffer (BioLegend) for 20 min at room temperature and washed twice with FACS staining buffer. Fixed cells were further permeabilized by adding prechilled True-Phos Perm Buffer (BioLegend) and incubated at −20°C for 2–3 h. After washing twice with FACS staining buffer, permeabilized cells were stained with PE-conjugated anti-p-Syk (clone C87C1; 1:50 dilution; Cell Signaling Technology), anti-p-S6 (clone D57.2.2E; 1:100 dilution; Cell Signaling Technology), anti-p-GSK3β (clone D85E12; 1:50 dilution; Cell Signaling Technology), anti-p44/42 MAPK (Erk1/2; clone 137F5; 1:50 dilution; Cell Signaling Technology), or Fluor647-conjugated anti-active β-catenin (clone 8E7; 1:400 dilution; Merck Millipore) and subjected to flow cytometry analyses.

### Cell sorting

Cell sorting was conducted using the FACS ARIA III Cell Sorter (BD Biosciences). To purify Ly6C^lo^ and Ly6C^high^ splenic monocytes, splenocytes from wild-type and Rnaset2^−/−^ mice were incubated with biotinylated anti-mouse CD3 (clone 145-2C11)/CD19 (clone 6D5)/NK1.1 (clone PK136)/Ly6G (clone aA8)/TER-119/erythroid cells (clone Ter-119), followed by incubation with Streptavidin MicroBeads (Miltenyi Biotec). The magnetically labeled cells were removed using autoMACS (Miltenyi Biotec), and the enriched cells were stained with anti-mouse CD45.2, F4/80, CD11b, Ly6C, CD16.2, NK1.1, and Ly6G mAbs. Ly6C^lo^ CD16.2^high^ and Ly6C^high^ CD16.2^lo^ CD11b^+^NK1.1^−^Ly6G^−^ cell populations were sorted. For sorting of KCs and hepatic macrophages from wild-type mice and Ly6C^lo^ and Ly6C^high^ hepatic macrophages from Rnaset2^−/−^ mice, liver cells were stained with antibodies against CD45.2, F4/80, CD317, CD11b, Ly6C, and CD16.2. F4/80^+^ CD11b^lo^, F4/80^+^ CD11b^hi^, F4/80^+^ CD11b^lo^ CD317^hi^ CD16.2^lo^, and F4/80^+^ CD11b^lo^ CD317^lo^ CD16.2^hi^ cells were sorted as KCs, hepatic macrophages, AIM^lo^ KCS, and AIM^high^ KCs, respectively. F4/80^+^ CD11b^hi^ Ly6C^lo^ CD16.2^hi^ and F4/80^+^ CD11b^hi^ Ly6C^lo^ CD16.2^hi^ cells in *Rnaset2*^−/−^ mice were sorted as Ly6C^lo^ hepatic macrophages and Ly6C^high^ hepatic macrophages.

### RNAseq analysis

Total RNA was extracted from sorted cells using RNeasy Mini Kits (Qiagen), and the quality of the RNA was evaluated using an Agilent Bioanalyzer (Agilent Technologies). Samples with an RNA integrity number value >7.0 were subjected to library preparation. RNA-seq libraries were prepared with 1 ng of total RNA using the Ion AmpliSeq Transcriptome Mouse Gene Expression kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The libraries were sequenced with 100-bp single-end reads to a depth of at least 10 million reads per sample on the Ion Proton platform, using an Ion PI Hi-Q Sequencing 200 kit and Ion PI Chip v3 (Thermo Fisher Scientific). The FASTQ files were generated using AmpliSeqRNA plug-in v5.2.0.3 in the Torrent Suite software (v5.2.2; Thermo Fisher Scientific) and analyzed using the TCC-GUI software. Individual sample reads were normalized to the relative log expression using the DESeq2 R library. DESeq2 was used to determine the fold changes and P values. Genes showing >1.5-fold change in expression (adjust P < 0.05) were considered significantly altered. To interpret the gene expression profiles, GSEA was performed using GSEA 4.1.0, with the MSigDB hallmark gene sets. Enriched pathways were determined by false discovery rate (FDR)-adjusted P values <0.1 To identify the activation transcription factors, overrepresentation analysis was conducted using Enrich R (https://maayanlab.cloud/Enrichr/) with ARCHS4 TFs Coexp.

### Proliferation assay with EdU labeling

In vitro proliferation assays were conducted using the Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Invitrogen), according to the manufacturer’s instructions. Spleen, liver, and blood samples were collected from the mice. Erythrocytes were then completely lysed using BD Pharm Lyse lysing buffer (BD Biosciences) to collect splenocytes and peripheral blood mononuclear cells (PBMCs). Collected cells were incubated with 1 µg/ml EdU for 1 h. After blocking splenocytes and PBMCs with an anti-CD16/32 (clone 95) mAb, the samples were stained with fluorescent dye–conjugated mAbs. The stained samples were subsequently fixed with BD Cytofix (BD Biosciences) and permeabilized using 1× Click-iT saponin-based permeabilization and washing reagents. Finally, EdU incorporated into the genomic DNA was stained using the Click-iT EdU reaction cocktail. EdU-positive cells were detected using the abovementioned spectral flow cytometer ID7000 (Sony Biotechnology).

### In vitro cell proliferation assay

Whole mouse splenocytes were plated at a density of 2 × 10^6^ cells per well in a Cepallet W-type 24-well microplate (DIC) and cultured for 3 days with or without mouse/human M-CSF (Peprotech). Surviving macrophages that adhered to 24-well plates were detached by lowering the temperature on ice. The collected cells were counted using an automated cell counter CellDrop BF (DeNovix). Cells were stained with CD11b/Ly6G/NK1.1/Ly6C/Fcgr4 after blocking antibody treatment and analyzed using an ID7000 spectral cell analyzer.

### RNA extraction of lysosome isolation

Lysosomes were isolated from spleen and liver cells using Lysosome Enrichment Kit for tissues and cultured cells (Thermo Fisher Scientific). RNA was extracted from lysosomes using TRIzol (Thermo Fisher Scientific), and the RNA quantity was measured using a Qubit Fluorometer (Thermo Fisher Scientific).

### Histological analysis

Mouse tissues were fixed in a 20% formalin neutral buffer solution. Fixed kidneys were embedded in paraffin wax for sectioning. Sections were subjected to hematoxylin and eosin (HE) staining or immunohistochemistry for F4/80 and AIM and visualized using an EVOS microscope (Thermo Fisher Scientific).

### Biochemical test

Sera were collected from mice aged 30–45 wk. AST and ALT levels were measured using the Biochemical automatic analyzer JCA-BM6050 (JEOL Ltd.) in ORIENTAL YEAST Co., Ltd.

### Platelet and cell count

Platelet numbers in PBMCs were analyzed using an automatic hematology analyzer Celltac α (Nihon Kohden), and cells were counted using an automated cell counter CellDrop BF.

### TLR ligand injection

Each ligand was diluted in PBS. Mice were intraperitoneally administered with Sa19 (2 µg/mice with Lipofectamine) for two consecutive days.

### BM transfer

C57BL/6 WT CD45.1 mice at 6–7 wk of age were lethally irradiated at 4.75 × 2 Gy using MBR-1520R-4 (Hitachi Power Solutions) and received 1 × 10^6^ BM cells from *Rnaset2*^*−/−*^ mice through intravenous routes.

### Establishment of APAP-induced mouse liver injury

Mice were allowed free access to water but not food for 16 h before the APAP challenge. APAP was dissolved in PBS containing 10% DMSO. In preliminary experiments, mice were intraperitoneally administered with an APAP solution at a dose of 250–750 mg/kg. To determine the survival rate, a dose of 750 mg/kg was administered. To evaluate liver injury based on serum AST and ALT levels and neutrophil infiltration into the liver, we selected 500 mg/kg as the APAP dose. For experimental intervention, mice were intravenously administered with rAIM (400 µg/mice) at the same time as the APAP challenge; clodronate (25 mg/mice) at 16 h before the APAP challenge; or Ly6C^lo^ hepatic macrophages from *Rnaset2*^−/−^ mice (1 × 10^6^ cells/mice) 16 h before the APAP challenge.

### Lentivirus transduction

To establish mutant cells, the LCV2-gRNA vector (Rnase t2 gRNA: 5′-CCG​GGC​TGG​ATC​TCC​GTG​C-3′) was transfected into the HEK293FT cells with ViraPower Lentiviral Expression Systems (Invitrogen). After 2 days of incubation, the supernatants were obtained as viral suspensions. Ba/F3 cells were infected by the viral suspensions.

### Retrovirus transduction

TLR3, TLR7, TLR13-HA tag, and Unc93B1 were amplified by PCR from mouse genomic DNA. All cDNAs were cloned into retroviral pMXpuro vectors provided by T. Kitamura. The NEBuilder HiFi DNA Assembly Cloning Kit (New England BioLabs) and Rapid DNA Ligation Kit (Roche Applied Science) were used for the cloning. The pMXpuro vectors were transfected into Plat-E packaging cells with FuGene6 (Roche Applied Science). After 1 day of incubation, the supernatants were obtained as viral suspensions. Ba/F3 cells expressing NFκB GFP reporter plasmid were infected by the viral suspensions mixed with DOTAP (Roche Applied Science).

### Preparation of TLR13 ligand

Each TLR13 ligand was amplified by PCR from mouse fecal DNA extracted with NucleoSpin DNA Stool (Takara). 23S-Fw: 5′-CCG​TGT​ACG​CTT​AGT​CGC​TTA-3′, 23S-Rv: 5′-ATG​AAC​CGT​GAG​GCT​TAA​CCT​T-3′, 1684-Fw (for 700 nt): 5′-GTG​CCT​TCT​CCC​GAA​GTT​AC-3′, 2384-Rv (for 700 and 350 nt): 5′-GAG​CAG​GTG​CGA​AAG​CAG​GT-3′, 2035-Fw (for 70 and 350 nt): 5′-TCT​TGC​CGC​GGG​TAC​ACT​GC-3′, 2104-Rv (for 70 nt): 5′-GCT​TGA​CAC​TGA​ACA​TTG​AGC​C-3′.

### ELISA

Anti-Sm and anti-SSA/Ro60 antibodies were quantified using an ELISA kit (Alpha Diagnostic International Inc.). Serum levels of anti-double-stranded DNA antibodies were measured using a commercial ELISA kit (FUJIFILM Wako Pure Chemical Corporation), serum IL-10 and CXCL2 levels were measured using a DuoSet ELISA kit (R&D Systems), and serum IL-6 and TNF-α levels were measured using a commercial ELISA kit (Thermo Fisher Scientific). Serum AIM levels were measured using ELISA, as described previously (Maehara et al., 2021).

### Online supplemental material

Fig. S1 shows the phenotypes of *Rnaset2*^*−/−*^ mice and generation of *Tlr13*^*−/−*^ mice. Fig. S2 shows myeloid progenitors in the spleen and BM, Ki67 expression in splenic macrophages, transcriptome analyses of splenic macrophages, survival/proliferation of splenic macrophages, and the mRNA expression of ISGs in the spleen and liver. Fig. S3 shows FACS analyses, the numbers of macrophages, TLR13 expression, and proliferation of macrophages in the brain, lung, and kidney. FACS analyses, in macrophages from wild-type, *Rnaset2*^*−/−*^, and *Rnaset2*^*−/−*^*Tlr13*^*−/−*^ mice. Fig. S4 shows mRNA expression of LXR and MafB target genes in hepatic macrophages, AIM protein expression in macrophages from the brain, lung, and kidney, LXRα subcellular distribution in the J774 macrophage line, validation of the TLR13 ligand, and LXR activation in J774. Fig. S5 shows mouse survival after challenge with APAP and D-Gal + LPS, hepatocyte survival in vitro with APAP, TNFα production by macrophages stimulated with lipid A, macrophage depletion by clodronate treatment, serum AIM, the numbers of KCs and moKCs after treatment with the TLR13 ligand Sa19, and survival after challenge with D-Gal + LPS. Data S1 shows summarized RNA-seq data of splenic and hepatic macrphages from WT and *Rnaset2*^−/−^ mice.

## Supplementary Material

Data S1 shows summarized RNA-seq data of splenic and hepatic macrphages from WT and *Rnaset2*^−/−^ mice.

SourceData F1 is the source file for Fig. 1.

SourceData FS1 is the source file for Fig. S1.

## Data Availability

All the RNA sequence data analyzed in this manuscript were deposited in the NCBI Gene Expression Omnibus database under accession number GSE281642. All other data are available in the main text or the supplementary material.

How the deposited data were processed for this re-analysis (not part of the article)

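Macrophages were sorted from the spleen and liver of wild-type and *Rnaset2*-/- mice, and 29 RNA-seq libraries were used here. They comprise 3 libraries each of splenic Ly6C hi and Ly6C low macrophages from wild-type mice, 3 libraries of splenic Ly6C hi and 4 libraries of splenic Ly6C low macrophages from *Rnaset2*-/- mice, 3 libraries each of hepatic Ly6C hi and Ly6C low macrophages from both genotypes, and 4 libraries of wild-type KCs. Libraries were grouped by organ, subset and genotype as their labels give them.

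The authors prepared the libraries with the Ion AmpliSeq Transcriptome Mouse Gene Expression kit, sequenced them on the Ion Proton platform and counted reads per gene with the AmpliSeqRNA plug-in of Torrent Suite. The authors deposited 1 table of RPM, that is reads scaled to the same total in every library, for 23930 genes listed by symbol. The text of the paper does not name the genome build. Each deposited RPM column was checked to have the same total, and 100.0% of its values corresponded to whole reads within 0.1 reads, which gave the number of reads behind each value. The libraries held 11175843 to 21167602 reads (median 13027220), and the detection floor of 3 reads was between 0.147 and 0.268 RPM by group. The paper compared groups with DESeq2 after relative log expression normalization in TCC-GUI, at >1.5-fold and an adjusted p below 0.05, and tested gene sets with GSEA.

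The calculations were done in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. In each comparison of 2 groups, RPM were divided by relative log expression factors, which are the median ratios to the geometric mean over the genes detected in every compared library. Genes with at least 1 RPM in at least 3 of the compared libraries entered lmFit and eBayes with a trend on log2(value + 1). The tests were two-sided, and adjusted p were computed over all tested genes by the Benjamini-Hochberg method. Genes were counted at >1.5-fold with an adjusted p below 0.05, and at an adjusted p below 0.1 alone. Levels are given as the mean and SD of RPM as deposited. Exact permutation tests were two-sided, with p as double the smaller tail.

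Gene sets were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01. The hallmark sets of the paper were not used. The S and G2/M lists distributed with Seurat took the place of the proliferation sets, and a list of 66 NF-κB response genes written by hand took the place of the set for TNF signaling via NF-κB. Lists of 34 ISGs, of 46 immediate early genes and of cell type markers were also written before the data were examined. Adjusted p of gene sets were computed over 32 tests, and those of marker lists over 29 tests. The interaction of organ and genotype was fitted in limma within each subset, and 20 such differences were adjusted together. Chromosomes and positions come from GENCODE vM21 (GRCm38) by symbol, with a single match for 21334 genes of the table.

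The genes named in the text are those the paper names in its RNA-seq results and in Fig. 5 C. In each comparison of *Rnaset2*-/- with wild-type mice, the 3 genes that rose most and the 3 that fell most were named as well. These were taken among genes with an adjusted p below 0.05, a mean of at least 10 RPM and every *Rnaset2*-/- library beyond every wild-type library.

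The comparison was tested on simulated data with a dispersion of 0.05, in which 200 genes were changed. With 3 libraries against 3, limma recovered 178 of them and called 6 of 10078 unchanged genes. With 4 against 3, it recovered 187 and called 11 of 10145 unchanged genes. Simulated sets of 60 genes with a shift of 0.6 on the log2 scale were used to test camera in the same way. The changed genes had a mean of at least 10 RPM, and all libraries had the same dispersion. The recovery therefore does not cover lower genes or groups of unequal spread. The simulated genes were independent of each other, so camera was not tested on correlated genes.

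The alternatives were an added value of 0.1 in place of 1, no filter on low values, RPM as deposited without scaling factors, a single fit of all 29 libraries, the replicate number as a block, DESeq2 and edgeR's quasi-likelihood test on the recovered reads, thresholds of >2-fold with an unadjusted p below 0.05, and leaving out each library in turn. For gene sets, camera with the correlation estimated from the data and the immediate early list in place of the NF-κB list were tried. For the similarity between libraries, Spearman correlation, the 1000 genes of highest variance and average linkage were tried. Whether the replicate number marks animals or preparations shared between groups is not stated in the text of the paper, so no block was used except as an alternative.

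Enrichr, ARCHS4 and GSEA were not run. The RNase T2 and Ly6c genes were not analysed here.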

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

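The tests of marker genes, of single outlying libraries and of *Il10* in this part were chosen only after the result was seen, and the tests of sex and of the granulocyte covariate were not.

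For 4 of 27 measurements of a gene or set in a group of 4 libraries, a library was outlying. It lay further from the others than Dixon's 95% critical value for 4 samples allows, where chance gives about 1 in 20. *Rsad2* was at 103.559 RPM in replicate 1 of the splenic Ly6C low macrophages from *Rnaset2*-/- mice and at 16.242 to 21.999 RPM in the other 3 (Dixon's ratio 0.934), and *Slc4a1* was at 321.345 RPM in it and at 17.803 to 36.334 RPM in the others (0.939). In replicate 3 of the wild-type KCs, *Cd5l* was at 2098.346 RPM against 7316.683 to 8186.571 RPM (0.857), and *Timd4* was at 165.999 RPM against 414.82 to 448.487 RPM (0.881). The measurements share libraries, so the 4 are not independent.

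A candidate explanation for these is RNA from other cells. In KC replicate 3, 22 of 23 tested markers of hepatocytes and liver endothelial cells were at their highest among the 4 KC libraries. Likewise, 18 of 19 tested markers of erythroid cells and granulocyte precursors were at their highest in splenic Ly6C low *Rnaset2*-/- replicate 1 among its 4 libraries, and *Slc4a1* is itself an erythroid gene. Both counts are consistent with a mixed sample, which remains a hypothesis, as it was found and tested on the same data. It does not by itself account for *Rsad2*, and a difference between mice was not tested. The low *Cd5l* and *Timd4* of KC replicate 3 cannot be told apart from dilution by other RNA.

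The change with genotype differed between liver and spleen for 11 of 20 tested genes and sets (interaction in limma for genes and camera for sets, adjusted over the 20). Differences are given as liver minus spleen on the log2 scale. In Ly6C hi macrophages they were -2.43 for *Tnf* (0.385 in the spleen, -2.08 in the liver, adjusted p = 0.0114), -2.18 for *Il6* (adjusted p = 0.0114), -2.27 for *Il10* (adjusted p = 0.0143), -0.766 for *Mx1* (adjusted p = 0.0369), -0.25 for the cell cycle set (adjusted p = 0.033) and -0.867 for the NF-κB set (adjusted p = 8.4e-06). The differences in Ly6C low macrophages were -1.43 for *Tnf* (adjusted p = 0.0114), -2.71 for *Il6* (adjusted p = 0.000512), -3.37 for *Ifnb1* (adjusted p = 0.000266), -3.58 for *Il10* (3.96 in the spleen, 0.374 in the liver, adjusted p = 0.000512) and -1.61 for the NF-κB set (adjusted p = 8.35e-08). *Ifnb1* was too low to be tested in the spleen, so its difference restates the fall in the liver (-3.46). Adjusted over all genes, *Mx1* was at adjusted p = 0.0566. The other 9, which were *Rsad2*, *Ifih1* and *Oas1a* in both subsets, *Ifnb1* in Ly6C hi macrophages and *Mx1* and the cell cycle set in Ly6C low macrophages, did not pass.

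Scaling moves part of these differences. On RPM as deposited, the median difference of all genes went from -0.00149 to 0.354 in Ly6C hi macrophages and from -0.0157 to 0.0194 in Ly6C low macrophages. In Ly6C hi macrophages the cell cycle difference then flipped to 0.0834, which is below that median, and *Mx1* fell to -0.372 (adjusted p = 0.323 over all genes) and *Il10* to -1.93 (adjusted p = 0.0509 over all genes), while *Tnf* (-2.13) and *Il6* (-1.86) kept adjusted p of 0.0272 and 0.0404. None of the 5 differences changed sign on this scale in Ly6C low macrophages, with -3.54 for *Il10*. With the correlation between genes estimated from the data, none of the set differences passed the test (camera, not exact, p = 0.537 for the cell cycle set and 0.173 for the NF-κB set in Ly6C hi macrophages, 0.0921 for the NF-κB set in Ly6C low macrophages).

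For *Il10* in Ly6C low macrophages, outlying libraries were tested as an explanation. Over 13 fits that each left out a library, the difference nearest to 0 was -3.2, so no single library accounts for it. The liver comparisons also differ in sex. A biological difference between the organs therefore cannot be told apart from sex, for any of the 11 differences. The wild-type level enters them too. In wild-type Ly6C low macrophages, *Il10* averaged 39.0 RPM in the liver and 5.90 RPM in the spleen, with 9.45 RPM in KCs. Hepatic *Rnaset2*-/- Ly6C low macrophages had more *Il10* than KCs (log2 fold change 2.69, adjusted p = 0.00011 from limma). A weaker response in the liver cannot be told apart from a higher wild-type level there.

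Markers of other cell types, which the paper does not report, were higher in *Rnaset2*-/- mice in each of the 4 comparisons. The means below are log2 fold changes, with camera adjusted over 29 tests. In splenic Ly6C hi macrophages, markers of neutrophils and granulocyte precursors had a mean of 1.34 (13 of 14 higher, adjusted p = 1.2e-05). The means in splenic Ly6C low macrophages were 2.71 for B and plasma cells (3 of 3 higher, adjusted p = 0.0134), 2.91 for erythroid cells (6 of 6, adjusted p = 0.00145) and 2.61 for neutrophils and granulocyte precursors (14 of 14, adjusted p = 8.18e-07).

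In hepatic Ly6C hi macrophages the means were 3.34 for NK and T cells (17 of 18 higher, adjusted p = 3.77e-11), 3.04 for B and plasma cells (10 of 10, adjusted p = 8.18e-07), 3.88 for erythroid cells (5 of 5, adjusted p = 0.000214), 2.18 for platelets and megakaryocytes (3 of 3, adjusted p = 0.0142) and 3.38 for liver endothelial cells (10 of 10, adjusted p = 8.18e-07). In hepatic Ly6C low macrophages they were 1.36 for NK and T cells (12 of 14, adjusted p = 0.00889), 2.03 for B and plasma cells (7 of 7, adjusted p = 0.00432) and 3.27 for erythroid cells (5 of 5, adjusted p = 0.000841). None of these directions flips on RPM as deposited. A candidate explanation is RNA from such cells in the sorted libraries. Expression by the macrophages themselves would move the same markers, so the counts cannot tell these apart.

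The granulocyte markers bear on proliferation in splenic Ly6C low macrophages. Their library means were 4.45, 5.34 and 4.25 in wild-type mice and 9.02, 8.08, 6.15 and 5.93 in *Rnaset2*-/- mice, and the cell cycle means were 3.32, 3.66 and 3.28 against 5.13, 4.39, 3.63 and 3.56, in the same order. With the granulocyte mean as a covariate, the cell cycle set went from 0.76 (75 of 86 genes higher) to -0.481 (16 of 86 higher; camera, not exact, p = 3.89e-08). The covariate and genotype are confounded, since every *Rnaset2*-/- library is above every wild-type library. The covariate therefore takes up the genotype effect whatever its cause, and the negative value does not show a fall, but the higher cell cycle genes cannot be told apart from proliferating granulocyte precursors among the sorted cells. In splenic Ly6C hi macrophages the markers rose as well (mean 1.34) beside 88 of 91 cell cycle genes, no covariate was fitted there, and the same limit applies.

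Y-linked genes, which the paper does not analyse, were present in all 6 liver libraries of *Rnaset2*-/- macrophages, with a lowest value of 150.148 RPM in Ly6C hi and 198.909 RPM in Ly6C low macrophages, and *Xist* was between 0 and 0.154 RPM. All 6 wild-type libraries of these subsets had *Xist* (321.491 to 539.341 RPM), and replicates 2 and 3 of both also had Y-linked reads (28.954, 41.416, 52.031 and 51.987 RPM). Genotype and sex are therefore confounded in the liver. Hepatic and splenic Ly6C low macrophages of *Rnaset2*-/- mice also differ in sex, since only replicate 2 of the splenic libraries has more than 1 Y-linked read. The share of genes on X or Y among those called was 2.86% in Ly6C hi macrophages (3.03% of tested genes; Fisher's exact test, two-sided, p = 0.505) and 2.85% in Ly6C low macrophages (3.08%; p = 0.236 in the same exact test), which says nothing of autosomal genes. Across 9317 autosomal genes, the deviation of the Y-positive splenic library, Ly6C low *Rnaset2*-/- replicate 2, correlated with the hepatic Ly6C low change at r = -0.165, within the range of the other 3 libraries (0.287, -0.217 and -0.0945). A single library of another organ cannot exclude an effect of sex, and the liver differences cannot be told apart from it.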

How the results depend on the processing

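All alternatives were set before the data were examined, and no test in this part was chosen only after its result was seen. They gave 461 values for 36 results that answer a comparison. Of these, 394 left a count within 1.5 times its value or a test on the same side of its threshold, 50 counts moved further, 7 tests lost the threshold, 6 gained it and 4 values changed sign. The cause was not tested for any of these changes. All 20 values with edgeR on the recovered reads stayed within these limits. The number of LXR targets called higher, their mean (2.20 to 2.40), the overlap of Fig. 5 A (1110 to 1906 genes), the counts between liver and spleen and the organ difference of *Il10* in Ly6C low macrophages (-4.19 to -3.20) stayed within these limits under every alternative tried for them.

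The counts at >1.5-fold depended on the threshold. At >2-fold with an unadjusted p below 0.05, splenic Ly6C hi macrophages had 329 higher and 604 lower genes, hepatic Ly6C hi macrophages had 1080 lower genes and hepatic Ly6C low macrophages had 1403 higher genes, while splenic Ly6C low macrophages had 530 higher and 299 lower genes. In a single fit of all 29 libraries, splenic Ly6C hi macrophages had 533 higher and 744 lower genes at >1.5-fold, and 1099 and 1079 at an adjusted p below 0.1, and splenic Ly6C low macrophages had 718 higher genes at >1.5-fold. Without a filter on low values, splenic Ly6C low macrophages had 250 higher and 265 lower genes at >1.5-fold and 612 higher genes at an adjusted p below 0.1, and hepatic Ly6C low macrophages had 2786 higher and 4664 lower genes at the latter threshold. DESeq2 called more genes in splenic Ly6C low macrophages, with 907 higher and 693 lower at >1.5-fold and 1490 higher at an adjusted p below 0.1, including 854 of the 860 genes that limma called.

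RPM as deposited changed the balance of higher and lower genes in Ly6C hi macrophages. The median log2 fold change of all genes moved from 0.0149 to 0.305 in the liver and from 0.0149 to -0.0951 in the spleen. In the liver, 2661 genes were then higher and 905 lower at >1.5-fold, and 3551 and 1256 at an adjusted p below 0.1. In the spleen the counts were 733 and 1620 at >1.5-fold, and 1737 and 3068 at an adjusted p below 0.1. The median also moved in the comparisons with KCs, from -0.0752 to -0.557 for *Rnaset2*-/- Ly6C low macrophages against KCs and from 0.019 to 0.546 for KCs against wild-type Ly6C low macrophages. *Rxra*, at -0.14 against KCs on RPM as deposited, was above the median of all genes in that comparison.

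Leaving out single libraries moved the counts most in splenic Ly6C low macrophages. Over 7 fits they ranged from 98 to 589 higher and 47 to 532 lower genes at >1.5-fold, and from 282 to 1199 higher and 241 to 1159 lower genes at an adjusted p below 0.1. Over 6 fits, hepatic Ly6C hi macrophages had 672 to 1847 higher and 898 to 2033 lower genes at >1.5-fold and 1304 to 2435 higher genes at an adjusted p below 0.1. Splenic Ly6C hi macrophages had 1453 to 2451 lower genes at an adjusted p below 0.1, and hepatic Ly6C low macrophages had 1511 to 2411 lower genes at >1.5-fold.

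The gene set results depended on the correlation assumed between genes. A set is said to pass in this paragraph at an unadjusted p below 0.05. With the correlation estimated from the data, the means did not change, but neither the cell cycle set in splenic Ly6C hi (mean log2 fold change 0.915), splenic Ly6C low (0.76), hepatic Ly6C hi (0.64) and hepatic Ly6C low macrophages (0.32) nor the NF-κB set in hepatic Ly6C hi (-1.175) and Ly6C low macrophages (-1.503) passed the test (camera, not exact, p = 0.0802, 0.363, 0.217, 0.506, 0.17 and 0.217). The NF-κB set in splenic Ly6C hi macrophages passed with an added value of 0.1 (mean -0.41), with the immediate early list, which shares 0 genes with it, in its place (-0.66) and with the replicate number as a block (-0.31), and ranged from -0.36 to -0.22 over the 6 fits without a library, 2 of which passed (camera, not exact, lowest p = 0.0123). In splenic Ly6C low macrophages its mean was 0.0899 to 0.19 over 7 such fits, 1 of which passed (camera, not exact, p = 0.0431), and the immediate early list, of other genes, had the opposite sign and passed (-0.17; camera, not exact, p = 0.0426, and adjusted p = 0.0568). The cell cycle mean in hepatic Ly6C low macrophages ranged from 0.20 to 0.48 over the 6 fits without a library, and 1 of these no longer passed (camera, not exact, p = 0.0566).

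With the replicate number as a block, the counts at >1.5-fold (higher and lower) were 1036 and 1313 in splenic Ly6C hi, 462 and 340 in splenic Ly6C low, 1442 and 1350 in hepatic Ly6C hi and 1981 and 2214 in hepatic Ly6C low macrophages. Libraries of the same number were hardly correlated between the genotypes, with mean r across genes of 0.0205, 0.0622, 0.0221 and -0.0279 in these comparisons.

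The difference in mean r of *Rnaset2*-/- Ly6C low macrophages with KCs and with wild-type Ly6C low macrophages changed sign with Spearman correlation (0.00454) and with an added value of 0.1 (0.00741), and ranged from -0.0253 to 0.000179 over the fits without a library. It did not pass the exact permutation test, two-sided, in any of these, and the lowest p of 0.133 is the smallest that the 15 arrangements of that fit allow.

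Among 1041 alternatives for 80 results of named genes, 972 kept direction and call, 34 lost the call, 16 gained it and 19 changed sign. With each library left out in turn, the log2 fold change ranged from -0.0096 to 0.76 for *Il10* and from -0.0018 to 0.25 for *Oas1a* in splenic Ly6C hi macrophages, from -0.15 to 0.21 for *Il6* and from -0.0311 to 0.33 for *Oas1a* in splenic Ly6C low macrophages, from -0.21 to 0.88 for *Rsad2* in hepatic Ly6C hi macrophages, from -0.23 to 0.74 for *Il10* in hepatic Ly6C low macrophages and from -0.42 to 0.15 for *Axl* in *Rnaset2*-/- Ly6C low macrophages against KCs. The replicate number as a block changed the sign of *Oas1a* in splenic Ly6C low macrophages (-0.0313) and of *Axl* against KCs (0.15). DESeq2 and edgeR changed that of *Rsad2* in hepatic Ly6C hi macrophages (-0.14 and -0.13). RPM as deposited changed that of *Oas1a* in hepatic Ly6C hi macrophages (0.0282) and of *Rxra* against KCs (-0.14). Without the replicates that kept them above the filter, some genes gave no value. These were *Il6*, *Ifnb1*, *Xist*, *Retnla* and *Serpinb10* in hepatic Ly6C low macrophages without a wild-type library, *Timd4* and *Lipg* there without an *Rnaset2*-/- library, *Cd3e* and *Alas2* in hepatic Ly6C hi macrophages without an *Rnaset2*-/- library, and *Xist* there without a wild-type library.

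The depth limits the lowest genes. A level below the floor of 3 reads cannot be told from 0. *Ifnb1* in splenic Ly6C low macrophages was near this floor, at 0 to 0.285 RPM, and the added 1 shortens the fold changes of genes at a few RPM.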

Differences from the paper's values

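The paper's counts come from its text, and no test in this part was chosen only after its result was seen. Values are compared with the paper's under each of the alternatives set before the data were examined, and a gap is called closed where the larger count is at most 1.5 times the smaller.

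In splenic Ly6C hi macrophages, limma called 1016 genes higher by >1.5-fold at an adjusted p below 0.05, against the paper's 306, and 1295 lower, against the paper's 444. Thresholds of >2-fold with an unadjusted p below 0.05 closed both gaps, with 329 and 604 genes, and no other alternative set before the data were examined did. At an adjusted p below 0.1, 2542 genes were higher against the paper's 614 and 2339 lower against the paper's 498, and none of the alternatives closed either gap.

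For splenic Ly6C low macrophages, the paper's counts of 537 and 217 equal those in its Data S1 at >2-fold with an unadjusted p below 0.05. At these thresholds, 530 genes were higher and 299 lower here. At >1.5-fold with an adjusted p below 0.05, 443 genes were lower against the paper's 217. The gap closed without a filter on low values (265), at >2-fold with an unadjusted p below 0.05 (299), and without wild-type replicate 1 (166), *Rnaset2*-/- replicate 2 (257) or *Rnaset2*-/- replicate 4 (324), and it did not close under the others. At an adjusted p below 0.1, 975 genes were higher against the paper's 382. This gap closed only without wild-type replicate 1 (546), 2 (294) or 3 (282) or *Rnaset2*-/- replicate 2 (536). For the lower genes, 1007 against the paper's 250, it closed only without wild-type replicate 2 (257) or 3 (241).

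In hepatic Ly6C hi macrophages, 1717 genes were higher by >1.5-fold against the paper's 838. The gap closed only without wild-type replicate 1 (879) or 3 (933) or *Rnaset2*-/- replicate 2 (672) or 3 (755). The 1634 lower genes, against the paper's 567, and the 2275 higher genes at an adjusted p below 0.1, against the paper's 835, differed under every alternative. The 2217 lower genes at an adjusted p below 0.1 stood against the paper's 1202. That gap closed on RPM as deposited (1256) and without wild-type replicate 1 (1500) or 3 (1484) or *Rnaset2*-/- replicate 2 (1623) or 3 (1710), and under no other alternative.

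In hepatic Ly6C low macrophages, 2187 genes were higher by >1.5-fold against the paper's 702, and 2808 were higher at an adjusted p below 0.1 against the paper's 1245. None of the alternatives closed these gaps. For genes lower by >1.5-fold, 2433 against the paper's 1085, only the fit without wild-type replicate 3 did (1511). For genes lower at an adjusted p below 0.1, 2940 against the paper's 1519, only the fits without wild-type replicate 1 (2131), 2 (2163) or 3 (1985) did. The overlap of Fig. 5 A was 1558 genes against the paper's 627, and no alternative closed this gap.

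The paper places hepatic Ly6C low macrophages from *Rnaset2*-/- mice closer to wild-type KCs than to the other hepatic groups in Fig. 6 A. Here their mean Pearson r was highest with Ly6C hi macrophages from *Rnaset2*-/- mice (0.921, with 0.9035 to 0.9539 over 9 pairs of libraries), and it was 0.874 with KCs and 0.886 with wild-type Ly6C low macrophages. The paper's methods print the same sorting gates for hepatic Ly6C low and Ly6C hi macrophages from *Rnaset2*-/- mice. *Ccr2* nevertheless differed between them, with means of 19.4 RPM in Ly6C low and 399.9 RPM in Ly6C hi macrophages. Libraries of the same replicate number were correlated between these 2 *Rnaset2*-/- groups (mean r across genes 0.406, against -0.193 for the other pairs), and both have Y-linked reads and almost no *Xist*, while the KC libraries have *Xist* (647.232 to 948.835 RPM). The KC libraries also held more RNA of hepatocyte markers than the *Rnaset2*-/- Ly6C low libraries (mean log2 fold change of the latter against KCs -4.43, 0 of 13 higher). Whether this lowers the r with KCs was not tested. The Ly6C hi macrophages from *Rnaset2*-/- mice ranked first in the alternatives tried for this ranking, with 0.924 by Spearman correlation, 0.586 over the 1000 genes of highest variance and 0.919 with an added value of 0.1. KCs ranked above wild-type Ly6C low macrophages with Spearman correlation (0.883 against 0.878) and with an added value of 0.1 (0.857 against 0.85), and below them over the 1000 genes (0.425 against 0.472). Of the fits without a library, only the fit without KC replicate 3 placed KCs above wild-type Ly6C low macrophages (difference of mean r 0.000179). Divided into 2 clusters with Ward linkage, the tree placed the Ly6C low macrophages from *Rnaset2*-/- mice with KCs and apart from the wild-type Ly6C hi and Ly6C low macrophages, together with the Ly6C hi macrophages from *Rnaset2*-/- mice. The Spearman correlation and the added value of 0.1 gave these clusters as well, while average linkage and the 1000 genes set the KCs apart from all other libraries.

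The paper states that the TNF and NF-κB hallmark was negatively enriched in splenic Ly6C low macrophages. The list of NF-κB response genes used here had a mean log2 fold change of 0.12 in them (31 of 59 genes higher, adjusted p = 0.375, limma camera). The hallmark set itself was not tested. The paper's GSEA took genes changed by >1.5-fold, whereas camera took all tested genes. The results therefore differ in both genes and method, and neither was tested as the cause of the gap. The immediate early list, tried in place of the NF-κB list, shares 0 genes with it and so is no second measure of the same genes. Its mean was -0.17, with p = 0.0426 before adjustment (camera, not exact) and adjusted p = 0.0568.

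The paper states that ISGs were not increased in Ly6C low macrophages of either organ. *Rsad2* was higher in *Rnaset2*-/- mice in the spleen (log2 fold change 2.45, adjusted p = 0.0321 in limma, all 4 *Rnaset2*-/- libraries above all 3 wild-type libraries) and in the liver (1.78, adjusted p = 0.011, all 3 above all 3). Over the alternatives, the adjusted p of *Rsad2* ranged from 1.09e-05 to 0.14 in the spleen and from 0.000916 to 0.0318 in the liver. In the spleen it was not called without a filter on low values or without wild-type replicate 1, 2 or 3 or *Rnaset2*-/- replicate 2. *Ifih1* was higher in the liver (0.94, adjusted p = 0.0305 in limma), with an adjusted p from 0.00393 to 0.115 over the alternatives. It was not called without a filter on low values or without wild-type replicate 2 or 3 or *Rnaset2*-/- replicate 2. *Mx1* was lower in the liver (-1.87, adjusted p = 0.00957) and was not called in the spleen (-1.25, adjusted p = 0.115). All 4 splenic *Rnaset2*-/- libraries were nevertheless below all 3 wild-type libraries for *Mx1*. It was called lower there in 3 of 14 alternatives. These were a single fit of all 29 libraries (adjusted p = 0.0261), the replicate number as a block (adjusted p = 0.0311) and the fit without *Rnaset2*-/- replicate 4 (adjusted p = 0.0461). *Oas1a* did not differ in either organ (-0.16, adjusted p = 0.543, and 0.15, adjusted p = 0.747), and *Ifih1* did not differ in the spleen (0.29, adjusted p = 0.491). The ISG list as a whole did not pass in the liver (mean -0.226, 19 of 33 lower, adjusted p = 0.517) or in the spleen (0.237, 22 of 33 higher, adjusted p = 0.0796). By themselves, 6 of its 33 genes were higher and 9 lower in the liver at an adjusted p below 0.05, and 2 were higher and 0 lower in the spleen.

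The paper states, from antibody staining and RPM, that hepatic Ly6C low macrophages from *Rnaset2*-/- mice did not express Tim4 and Clec4f. Only mRNA was measured here, which does not test the staining. Both mRNAs were detected in all 3 libraries, at 30.0 RPM of *Timd4* and 44.7 RPM of *Clec4f* on average, and were higher than in wild-type Ly6C low macrophages (log2 fold changes 3.801 and 2.31). Against KCs their log2 fold changes were -6.05 for *Clec4f* and -3.45 for *Timd4*, with ratios of mean RPM of 0.0106 and 0.0821. The counts cannot tell such levels in the macrophages apart from RNA of KCs in the sorted libraries.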

Other observations

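The tests of spread, of markers and of immediate early genes in this part were chosen only after the result was seen, and the regroupings and the thinning of reads were not.

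Other splits of the same libraries were refitted beside each result. With 3 libraries against 3, 4 of the 10 splits part all pairs of the same replicate number as the real split does, and the others keep a pair of the same number together. For the genes at >1.5-fold, and for those at an adjusted p below 0.1, only the real split gave as many, that is 1 of 4 (1 of 10 in all), in splenic Ly6C hi, hepatic Ly6C hi and hepatic Ly6C low macrophages. The count in splenic Ly6C low macrophages was reached by 1 of 8 (1 of 35 in all) at both thresholds, and for liver against spleen in *Rnaset2*-/- mice 1 of 8 (1 of 35) at an adjusted p below 0.1. The count of LXR targets called higher was reached by 1 of 4 splits (1 of 10). None of these shares can fall below 0.05 among the splits that part the same-numbered pairs, so those splits alone do not exclude chance. Among all splits, the share of 1 of 35 is below 0.05, and same-numbered libraries were hardly correlated in these comparisons (mean r across genes 0.0622 in splenic Ly6C low macrophages and -0.0331 for liver against spleen). In the comparisons of genotype, no other split gave more than 1 gene at >1.5-fold. For liver against spleen, the split that set replicates 2, 3 and 4 of the spleen apart gave 1315 genes at >1.5-fold, and up to 2904 were reached at an adjusted p below 0.1, against 5119 in the real split.

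For the cell cycle set, splits with a camera p as small were 1 of 4 (1 of 10 in all) in splenic Ly6C hi, 5 of 8 (16 of 35) in splenic Ly6C low, 2 of 4 (3 of 10) in hepatic Ly6C hi and 2 of 4 (5 of 10) in hepatic Ly6C low macrophages. For the NF-κB set they were 2 of 4 (8 of 10), 5 of 8 (25 of 35), 2 of 4 (2 of 10) and 2 of 4 (2 of 10), in the same order. Among splits that part the same-numbered pairs no share below 0.05 is possible here either, so these splits do not exclude chance for any of the set results. For the cell cycle set in splenic Ly6C hi macrophages the real split had the smallest p of all 10, and for the other set results other splits had a p as small. For the overlap of Fig. 5 A, 1 of 100 ways of dealing the same-numbered libraries to the 3 groups gave as many genes, the real one included, and the next largest gave 1197, so chance division does not account for it.

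The *Rnaset2*-/- libraries of splenic Ly6C hi macrophages were sequenced more deeply than the wild-type libraries. With their reads thinned to the wild-type mean of 14369680, 2296 genes were called at >1.5-fold against 2311 before, and 2231 were called in both, so depth does not account for the number. The 3 wild-type libraries of this subset differed little from each other, with a mean chi-square per gene of 7.3, against 23.8 to 147 in the other 8 groups. A candidate explanation is libraries made from the same pool of cells or RNA, which a spread alone cannot tell apart from mice that are alike.

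Immediate early genes were lower in *Rnaset2*-/- mice by a mean log2 fold change of -2.32 in hepatic Ly6C hi (44 of 44 lower, adjusted p = 9.7e-21), -3.49 in hepatic Ly6C low (44 of 44, adjusted p = 5.75e-25) and -0.656 in splenic Ly6C hi macrophages (37 of 45, adjusted p = 7.53e-09), and no direction flips on RPM as deposited. In the liver, 3 of 3 wild-type Ly6C hi and 3 of 3 wild-type Ly6C low libraries were above every KC and every wild-type splenic library, with gaps of 0.769 and 0.696 on the log2 scale. The means were 8.32 and 8.31 in these groups, 7.23 and 7.26 in the wild-type splenic subsets and 5.79 in KCs. A response to tissue dissociation was tested as an explanation. The KCs, and the *Rnaset2*-/- Ly6C hi and Ly6C low macrophages, came from dissociated livers too and were below the wild-type splenic subsets, so dissociation by itself does not account for the level in the wild-type libraries. A response in the mice themselves, or one to dissociation in these libraries alone, would give the same values, and the counts cannot tell these apart. The NF-κB list and the immediate early list share 0 genes, in hepatic Ly6C hi and in hepatic Ly6C low macrophages (0 again), so the comparison of the lists could not show whether the lower NF-κB genes belong to such a response.

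Some marker lists were lower in the spleens of *Rnaset2*-/- mice. In Ly6C hi macrophages the mean log2 fold changes were -2.93 for NK and T cells (18 of 18 lower, adjusted p = 2.85e-16), -1.8 for B and plasma cells (3 of 3, adjusted p = 0.00351), -2.42 for erythroid cells (3 of 3, adjusted p = 0.00351) and -2.3 for plasmacytoid dendritic cells (3 of 3, adjusted p = 0.000912). The mean in Ly6C low macrophages was -1.31 for NK and T cells (16 of 17 lower, adjusted p = 8.18e-07). These directions hold on RPM as deposited. RNA from such cells in the wild-type libraries is a candidate explanation, and the counts cannot tell it apart from expression by the macrophages.

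The ISG list had a mean of -0.784 in hepatic Ly6C hi macrophages (30 of 33 lower, adjusted p = 9.66e-07) and -0.0462 in splenic Ly6C hi macrophages (17 of 33 lower, adjusted p = 0.821). LXR targets had means of 1.28 in hepatic Ly6C hi (14 of 17 higher, adjusted p = 0.00134), 0.535 in splenic Ly6C low (12 of 17 higher, adjusted p = 0.0128) and -0.283 in splenic Ly6C hi macrophages (9 of 17 lower, adjusted p = 0.258). None of these means changes sign on RPM as deposited.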
